# Dietary Fiber as a Counterbalance to Age-Related Microglial Cell Dysfunction

**DOI:** 10.3389/fnut.2022.835824

**Published:** 2022-03-14

**Authors:** Mario Vailati-Riboni, Laurie Rund, Maria Elisa Caetano-Silva, Noah T. Hutchinson, Selena S. Wang, Katiria Soto-Díaz, Jeffrey A. Woods, Andrew J. Steelman, Rodney W. Johnson

**Keywords:** aging, fiber, gut-brain axis, microglia, neuroinflammation, short-chain fatty acids

## Abstract

With increasing age, microglia shift toward a pro-inflammatory phenotype that may predispose individuals to neurodegenerative disease. Because fiber fermentation in the colon produces bioactive short-chain fatty acids (SCFAs; e.g., acetate, butyrate, and propionate) that signal through the gut-brain axis, increasing dietary fiber may prevent or reverse age-related dysregulation of microglia. Adult (3–4 months old) and aged (23–24 months old) male and female mice were given *ad libitum* access to a modified AIN-93M diet with 1% cellulose or the same diet with 2.5 or 5.0% inulin for 8 weeks. Several adult and aged male mice fed 0 or 5% inulin were randomly selected for whole brain single-cell RNA sequencing (scRNA-seq) and differential gene expression analysis to classify brain microglia according to gene expression profile; and identify additional genetic markers of aging as possible targets for dietary interventions. Microglia were isolated from remaining mice and expression of selected aging-, inflammatory-, and sensome-related genes was assessed by Fluidigm as was the *ex vivo* secretion of tumor necrosis factor-alpha (TNF-α). SCFAs were measured in samples collected from the cecum. Microglia from adult and aged mice segregated into distinct phenotypes according to their gene expression profile. In aged mice, a considerably greater proportion of the population of microglia was identified being “activated” and a considerably smaller proportion was identified being “quiescent.” These findings using whole brain scRNA-seq were largely corroborated using highly purified microglia and Fluidigm analysis to assess a selected panel of genes. Aged mice compared to adults had lower levels of SCFA’s in cecum. Dietary inulin increased SCFAs in cecum and mostly restored microglial cell gene expression and TNF-α secretion to that seen in adults. Sex differences were observed with females having lower levels of SCFAs in cecum and increased neuroinflammation. Overall, these data support the use of fiber supplementation as a strategy to counterbalance the age-related microglial dysregulation.

## Introduction

In the brain of young healthy adults, non-inflammatory microglia constantly survey the parenchyma and maintain homeostasis (1). If microglia encounter harmful endogenous ligands (danger associated molecular patterns) and microbes (pathogen associated molecular patterns), they react and display pro-inflammatory activity to remove the insult followed by anti-inflammatory activity to promote defense and healing (2, 3). However, aging predisposes brain microglia to a pro-inflammatory state that results in chronic neuroinflammation and heightened vigilance (3, 4). Most studies indicate aged microglia lose their neuroprotective functions, which is consistent with a report indicating aged microglia retain a prominent pro-inflammatory profile and are less sensitive to the anti-inflammatory effects of IL-4 (5). Chronic age-related neuroinflammation increases risk for mood disorders such as anxiety and depression (6). It also results in diminished cognitive abilities (7), and further predisposes individuals to neurodegenerative diseases like Alzheimer’s (8), and reduces the likelihood for independent living (9). Therefore, strategies to normalize microglia may delay age-associated neural pathologies and neurodegenerative disease.

While the explanation for why microglia become pro-inflammatory during aging is unclear, intestinal dysbiosis and altered viscerosensory signaling may be involved since intestinal microbiota have been shown to regulate microglial cell activity, neuroinflammation, and neurodegenerative disease (10–12). It is believed that gut microbiota impart some of their effects by fermenting dietary fiber in the colon to produce bioactive short-chain fatty acids (SCFAs) including acetate, butyrate and propionate. Among the SCFAs, butyrate has been extensively studied and, in addition to being an energy substrate for colonocytes (13) and maintaining intestinal homeostasis (14), it has been shown to have pro-cognitive effects, at least when given at pharmacological doses (15), and to inhibit microglia activation *in vitro* (14, 16). However, little is known about dietary fiber, SCFAs, and age-related neuroinflammation. Nevertheless, this is important because older men and women consume far below the recommended daily level of fiber (17), and display a reduced fermentation capacity such that, at similar levels of intake, their microbiota produces less SCFA compared to adults (18, 19).

In the current study, we sought to better understand how aging and dietary fiber affect microglia. First, we used whole brain single-cell RNA sequencing (scRNA-seq) and differential gene expression analysis to (1) classify brain microglia from adult and aged mice according to their gene expression profile; and (2) identify additional genetic markers of aging as possible targets for dietary interventions. Subsequently, we determined in young adult and aged male and female mice the effect of dietary inulin on brain microglia. Inulin, a prebiotic fermentable fiber increases endogenous production of SCFA, especially butyrate, by increasing butyrate-producing bacteria (20). The important results identified two large distinct microglial cell clusters classified as quiescent or activated with the latter much more pronounced in aged mice compared to adults, coupled with the lower production of SCFA by aged animals. Moreover, the results support the use of dietary fiber to increase SCFA concentrations and limit age-related neuroinflammation.

## Materials and Methods

### Animals, Dietary Treatments, and Tissue Collection

All animal care and handling procedures were approved by the University of Illinois Institutional Animal Care and Use Committee and were in accordance with federal guidelines. Male and female C57BL/6J mice were obtained at 1–2 months of age (in-house colony) and 21–22 months of age (National Institute on Aging, Bethesda, MD, United States). To bring gut microbiota into conformity, mice were kept in the same room under a reverse 12 h light:dark cycle and given *ad libitum* access to water and AIN-93M diet (Envigo, Indianapolis, IN, United States) for 8 weeks. During weekly cage changes, used bedding (e.g., litter and feces) from mice similar in age was collected, homogenized, mixed with clean bedding, and redistributed to each cage. Body weights (BW) were recorded weekly.

Following the acclimation period, adult (3–4 months old) and aged (23–24 months old) male and female mice were given *ad libitum* access to a modified AIN-93M diet with 1% cellulose or the same diet with 2.5%, or 5.0% inulin (Envigo, Indianapolis, IN, United States) for 8 weeks. Thus, the 12 treatment groups comprised the 2 × 3 × 2 factorial arrangement of age (adult and aged), diet (0, 2.5, or 5.0% inulin), and sex (male and female). Four hours after the onset of the dark phase mice were euthanized by CO_2_ asphyxiation and transcardially perfused with sterile ice-cold phosphate buffered saline (PBS). Brain tissue was collected and used immediately for scRNA-seq analysis (*Cohort 1*) or microglia isolation (*Cohort 2* and *3*). Contents were collected from the cecum, weighed, diluted 1:5 with a 6.25% metaphosphoric acid (e.g., 4 mL acid per 1 g gut contents), and stored at −20°C until SCFA analysis. Treatments comprised the 2 × 3 × 2 factorial arrangement of age (adult or aged), diet (0% = F0, 2.5% inulin, = F2.5, or 5% inulin = F5), and sex (female or male). The number of treatment replicates (*n*) for each variable studied is reported in the footnote of the respective figure or table.

Figure 1 shows a schematic diagram of the experimental design.

**FIGURE 1:**
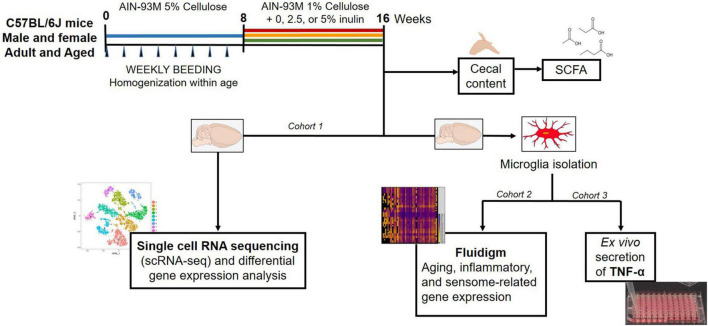
Schematic diagram of the experimental design.

### Single-Cell RNA Sequencing and Analysis

#### Tissue Dissociation, Library Preparation, and Sequencing

Two adult and two aged male mice fed 0 or 5% inulin were randomly selected for scRNA analysis (*Cohort 1*). Whole brains were dissociated for 30 min at 37°C using the Adult Brain Dissociation kit (Miltenyi Biotec, Germany). After passing through a 70-μm cell strainer, debris and red blood cells were removed according to the kit protocol and the resulting pellet was sequentially depleted of myelin using the Myelin Removal Beads v2, and dead cells using the Dead Cell Removal Kit (both from Miltenyi Biotec, Germany). Final pellets were eluted in 100 μL of PBS with 4% bovine serum albumin (BSA). Single-cell 3′ cDNA libraries were prepared at the DNA Services laboratory of the Roy J. Carver Biotechnology Center at the University of Illinois at Urbana-Champaign. Acridine orange and propidium iodine staining on a Nexcelom K2 Cell Counter (Nexcelom Bioscience, Lawrence, MA, United States) indicated the four single-cell suspensions had an average cell viability of 75.5 ± 3.1% and contained 753 ± 121.3 cells/μL. Cells were converted into individually barcoded cDNA libraries with the Single-Cell 3′ Chromium kit version 3 from 10X Genomics (Pleasanton, CA, United States) following the manufacturer’s protocols. The target number of cells per library was 6,000. On average 14.5 ± 2.2 μL of the cell suspensions were used for the preparation of the libraries. The 10X Chromium instrument separated single cells into Gel Bead Emulsions (GEMs) to barcode the mRNA from each individual cell. Following ds-cDNA synthesis, individually barcoded libraries compatible with the Illumina chemistry were constructed. Each library was quantitated on Qubit and the average size was determined on an AATI Fragment Analyzer (Advanced Analytics, Ames, IA, United States). These four libraries were pooled evenly, and the final pool was diluted to 5 nM concentration and further quantitated by qPCR on a Bio-Rad CFX Connect Real-Time System (Bio-Rad Laboratories, Inc., CA, United States). This final library pool was sequenced on one lane of an Illumina NovaSeq 6000 S4 flowcell as paired-reads with 28 cycles for read 1, 8 cycles for the index read, and 150 cycles for read 2 (21). An average of 747,670,757 reads were obtained per sample.

#### Data Processing

Post processing of sequencing reads was conducted on a Biocluster2, the High Performance Computing resource of the Carl R. Woese Institute for Genomic Biology at the University of Illinois at Urbana-Champaign. Sequencing results were demultiplexed using the *mkfastq* function in Cell Ranger v3.1.0 and a filtered reference was created using the *mkgt* function starting from the *Mus musculus* GRCm38.98 ensembl build. The selected transcript biotypes for analysis were protein coding, antisense, long intergenic ncRNA, and Immunoglobulin and T cell receptor. Reads alignment, filtering, and barcode count was performed using the custom filtered reference *via* the *cellranger count* pipeline. Count matrices were then processed using R v3.6.0, and the Seurat v3.0 suite for single cell genomics (22, 23). After checking for overlapping barcodes, genes not detected in at least 10 cells were removed, and samples merged into one object. Cells were then filtered based on percentage of mitochondrial genes and total gene count, to detect dead cells or doublets, respectively. A threshold of three median absolute deviations was used for filtering. Filtered data were normalized using the *sctransform* method, and a principal component analysis was run using the *RunPCA* function. Clusters were identified using the first 40 principal components *via* the *FindNeighbors* and *FindClusters* function. Cluster cell type was identified combining classic biomarker analysis, and automatic predictions obtained by the SingleR package (24).

### Short-Chain Fatty Acid Analysis

Cecum samples (*Cohort 2*) were analyzed on an Agilent 7890 (Agilent Inc., Palo Alto, CA, United States) gas chromatograph, with an Agilent 5975 mass selective detector and Agilent 7683B autosampler. One microliter of sample was injected in a split mode (15:1), and analyzed on a 30 m HP-INNOWAX column with 0.25 mm inner diameter (I.D.) and 0.25 μm film thickness (Agilent, Palo Alto, CA, United States) with an injection temperature of 200°C, MSD transfer line of 200°C, and the ion source adjusted to 230°C. The helium carrier gas was set at a constant flow rate of 1 ml min^–1^. The temperature program was 2 min at 70°C, followed by an oven temperature ramp of 10°C min^–1^ to 190°C and 40°C to 240°C for a final 2 min. The mass spectrometer operated in positive electron impact mode (EI) at 69.9 eV ionization energy in m/z 30–300 scan range in combined scan and selected ion monitoring (SIM) modes. SIM targeted m/z 43, 45, 46, 60, 74. Target peaks were evaluated using Mass Hunter Quantitative Analysis B.08.00 (Agilent Inc., United States) software. Standard curves were generated for 0.1–50 mg L^–1^ range. At collection, an aliquot of each sample was weighed and used for dry matter (DM) analysis. Concentrations obtained from the chromatographer were then corrected for DM content and expressed as mmol g ^–1^.

### Microglia Isolation and Fluidigm Gene Expression Analysis

Brain microglia of mice from *Cohort 2* and *3* were isolated using a procedure adapted from Nikodemova and Watters (25). Brains were enzymatically digested using the Neural Tissue Dissociation Kit (P) (Miltenyi Biotec, Germany) for 22 min at 37°C. Further processing was performed at 4°C. Tissue debris was removed by passing the cell suspension through a 70-μm cell strainer. After myelin removal using 30% Percoll Plus (GE Healthcare, Princeton, NJ, United States), cells in PBS supplemented with 0.5% BSA and 2 mM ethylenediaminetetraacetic acid (EDTA) were incubated for 15 min with anti-Cd11b magnetic beads (Miltenyi Biotec, Germany). CD11b^+^ cells were extensively washed and separated in a magnetic field using MS columns (Miltenyi Biotec, Germany) before being directly placed in TRIzol reagent (Invitrogen, Carlsbad, CA, United States). Cells were then sonicated and stored at −80°C until further analysis.

Cell homogenates from *Cohort 2* were thawed on ice, and total RNA extracted using a commercially available kit (DirectZol, Zymo Research), following manufacturer’s protocols. RNA was then standardized to a final concentration of 35 ng/μL and converted to cDNA using the High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher, Waltham, MA, United States), with the inclusion of Oligo dT18 (Integrated DNA Technologies, Coralville, IA, United States). Samples were then submitted to the University of Illinois at Urbana-Champaign Functional Genomics Unit of the W.M. Keck Center for Fluidigm analysis, using a 96 × 96 chip and two technical replicates for each combination of sample and assay. After an initial pre-amplification using a pool of all primers, data were acquired using the Fluidigm Real-Time PCR Analysis software 3.0.2 (Fluidigm, San Francisco, CA, United States). The run included a negative control and a standard curve obtained from a pool of all cDNA that was serially diluted 1:5. Data from Fluidigm runs were manually checked for reaction quality before analysis, and Ct values for each gene target were interpolated to a standard curve obtaining relative quantities. The relative standard curve method was chosen to control reaction efficiency and allow the implementation of a multifactorial model during statistical analysis. Relative mRNA quantities were then normalized to the geometric mean of the relative quantity of two housekeeping genes (*ACTB* and *GAPDH*), and log_2_ transformed prior to statistical analysis. Information on primers used are reported in Supplementary Table 1.

### Microglia Culture and Measurement of Tumor Necrosis Factor-Alpha and Interleukin 10 Proteins

Microglia from male adult and aged mice fed 0 or 2.5% inulin (*Cohort 3*) were isolated as described. Cells were resuspended in Dulbecco’s Modified Eagle Medium (DMEM) supplemented with 4 mM L-glutamine, 1 mM sodium pyruvate, 10% FBS, 1% Penicillin–Streptomycin (10,000 U/mL), at 5 × 10^5^ cells/mL and plated in a 96-well plate. Microglia were incubated at 37°C in a humidified incubator under 5% CO_2_ for 36 h. Supernatants were collected, centrifuged to remove debris, and stored at −80°C until assaying for tumor necrosis factor-alpha (TNF-α) and interleukin 10 (IL-10) using ELISA kits (Thermo Fisher, cat 88-7324-88 for TNFα; cat 88-7105-22 for IL-10) following the manufacturer’s instructions.

### Statistical Analysis

Differential expression of genes for the scRNA-seq analysis was analyzed using R v3.6.0 and the Seurat v3 package, and was limited for the purpose of this manuscript to the clusters identified as microglia (e.g., clusters 1, 5, and 14). The *FindMarkers* function within Seurat was used to conduct the statistical analysis, using the normalized data, without percentage presence and fold-change thresholds. The same function was used to find unique expression markers of the individual clusters to better identify microglia subpopulations. Genes were considered differentially expressed at FDR < 0.05, and FC > | 1.5|.

Gene Ontology (GO) analysis was done using the Panther Classification System^1^ using the list of differentially expressed genes as enrichment list, the list of all detected genes by the scRNA-seq analysis as background reference list, *M. musculus* as organism, and “GO Biological process complete” as functional classification. Fisher’s exact test was chosen for the statistical test, and a Bonferroni correction for multiple testing was applied. Subsequently, the list of statistically enriched processes was processed *via* REVIGO (26) for summarization and redundancy reduction. Processes were considered enriched with a corrected *P* < 0.05. For visualization purposes the enrichment score (−log_10_ *P*-value) was chosen.

Weekly BW, cecal SCFA corrected concentrations, and Fluidigm gene expression data were analyzed using SAS v9.4. All data were subjected to ANOVA using the PROC MIXED procedure, with age (adult or aged), diet (0, 2.5% or 5.0% inulin inclusion), sex (male or female), and their interactions as fixed effects, while mouse nested in the age by sex interaction was used as random effect. BW and experimental cohort were used as covariates for SCFA analysis. BW analysis also included the effect of time (weeks) as a fixed effect, and its interaction with all other fixed effects, using the repeated statement and auto regressive 1 as covariance structure. The Kenward-Roger statement was used for computing the denominator degrees of freedom in all models. Normality of the residuals was tested *via* PROC UNIVARIATE procedures. Data were considered significant at *P* ≤ 0.05, while tendencies were declared at *P* ≤ 0.10, using the PDIFF statement in SAS. For ease of interpretation, estimates and standard errors for Fluidigm gene expression data were properly back-transformed.

## Results

### Single-Cell Gene Expression Analysis Highlighted an Age-Related Phenotypic Shift in the Microglia Population

Single-cell RNA-sequencing identified an average of 9,219 ± 990 cells per sample with a total of 55,573 unique transcripts. 

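Whole brains of 4 male mice, 1 for each combination of age (adult or aged) and diet (0% or 5% inulin, a fermentable soluble fiber), were dissociated into single cells. The cells were barcoded with 10X Genomics Chromium 3′ chemistry, which tags each captured RNA molecule with a unique molecular identifier (UMI). Each diet also held 1% cellulose and was fed for 8 weeks. Mice were 3 to 4 or 23 to 24 months old when the diets began, and 5.25 or 26 months old in the figure legends. Because each condition had 1 mouse, 2 adult mice were compared with 2 aged mice with the diets pooled, and diets were compared with the ages pooled. By the paper's methods, the adult mice came from an in-house colony and the aged mice from the National Institute on Aging. Each difference between the ages is therefore also a difference between sources of mice. The exact permutation test of 2 mice against 2 gives no two-sided *p* under 0.333. The authors counted UMIs with Cell Ranger against a GRCm38 reference. Their files hold whole-number UMI counts per gene and cell barcode, without normalization and before the study's filter on cells. The adult mouse fed 0% inulin had 9246 barcodes and 115814810 UMIs. The adult mouse fed 5% had 10256 barcodes and 111648775 UMIs, the aged mouse fed 0% had 7881 and 88248117, and the aged mouse fed 5% had 9493 and 108131200. The mean was 9219 ± 990.2 barcodes (SD, n = 4). Of 55573 genes listed, 33145 had at least 1 UMI. From these counts, cells were filtered at the study's threshold of 3 median absolute deviations, clustered with Seurat and named from fixed lists of marker genes, with "-like" added because the names were rebuilt from the counts. UMIs were then summed over the cells of a class within each mouse, and the sums were tested between mice with edgeR, since cells of 1 mouse are not replicates. The measure that sets the upper limit on cells, the genes used for clustering, the resolution and the fold change threshold could each change the numbers.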

After removing doublets and dead cells there was an average of 7,206 ± 844 cells per sample, 2,605 features (i.e., genes), and 7,296 unique molecular identifiers per cell (see Supplementary Figures 1–4, for quality control pre- and post-filtering). 

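Cells were kept when their UMI count and their share of mitochondrial UMIs lay no more than 3 median absolute deviations above the median of all 36876 barcodes. This set the limits at 22005 UMIs and 15.8% mitochondrial UMIs. The limits kept 7226 cells of the adult mouse fed 0% inulin, 8222 of the adult mouse fed 5%, 6156 of the aged mouse fed 0% and 7220 of the aged mouse fed 5%. That is 28824 cells in all and 7206 ± 844 per mouse (SD, n = 4 mice). A kept cell had on average 2605 ± 52.1 genes and 7297 ± 324 UMIs (SD over the 4 mouse means). The limit on UMIs removed 777 to 1092 barcodes per mouse, which held 43.4 to 51.4% of the UMIs of that mouse. The mitochondrial limit removed 967 to 1274 barcodes per mouse. The methods name the total gene count in place of the UMI count, and a limit on the genes detected gave a mean of 7693 ± 862 cells (SD, n = 4). Of 6 alternatives, limits on log counts moved the mean number of cells most, to 7964, and each of the 6 stayed within 1 SD. Scrublet, which scores each barcode against simulated doublets, called 3.01% of the kept cells and 6.87% of the 3685 barcodes above the limit on UMIs alone. Its calls were left in, and without them the mean was 6989 cells per mouse.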

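The kept cells were normalized with sctransform, and the first 40 principal components of 3000 variable genes were clustered with Seurat at its default resolution of 0.8, since the methods name none. This gave 34 clusters, of which 3, holding 711 cells, met the naming rule of no class. The unnamed clusters made up 2.19% ± 0.10 of the cells of adult mice and 2.78% ± 0.0044 of those of aged mice (SD, n = 2 each). The remaining clusters fell into 13 classes, of which endothelial-like cells had 5 clusters, astrocyte-like cells 4, mural-like cells 4 and neuron-like cells 3.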

Clustering analysis revealed 31 clusters, which were annotated to 13 unique cell types, and three unclassified clusters (Figure 2 and Supplementary Figure 5 for QC by cluster). Each unique cell type did not necessarily yield one cluster, as high gene expression variation between cells of the same type resulted in segregation. 

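Endothelial-like cells numbered 8659 (30.0% of all kept cells), microglia-like cells 6382 (22.1%) and astrocyte-like cells 5289 (18.3%). The microglia-like cells came to 1553, 1584, 1658 and 1587 in the adult mice fed 0% and 5% inulin and the aged mice fed 0% and 5%, respectively. Their share was 20.4% ± 1.57 in adult mice and 24.5% ± 3.50 in aged mice (SD, n = 2 each, exact permutation test, two-sided *p* = 0.333). Endothelial-like cells made up 31.2% ± 3.41 and 28.4% ± 3.34, with overlapping ranges (exact permutation *p* = 0.667). Astrocyte-like cells made up 19.9% ± 0.39 and 16.6% ± 0.67, and T or NK-like cells 1.15% ± 0.078 and 3.61% ± 0.81, each without overlap between the ages. Neuron-like cells were 3.50% ± 0.12 in adult and 2.42% ± 0.050 in aged mice, also without overlap. Of their 3 clusters, only that led by *Stmn1* and *Sox11* fell. It had 204 and 204 cells in the adult mice fed 0% and 5% inulin, and 64 and 86 in the aged mice. The cluster led by *Snhg11*, *Meg3* and *Snap25* went the other way, with 32, 48, 65 and 57 cells in the same order. The third had 23, 29, 22 and 29. Shares of 13 classes were compared, and the exact permutation test of 2 mice against 2 cannot pass a threshold of 0.05. The dissociation sets which cells are recovered from the brain.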

Considering all samples combined the most abundant cell types were endothelial cells, microglia, and astrocytes, with 10,356, 6,365, and 5,145 cells, respectively. Within the microglia population, the clustering analysis revealed three distinct microglial cell clusters that were classified by differential expression analysis of their unique gene markers (see Supplementary Figure 6) as quiescent (cluster 1; 3,810 total cells), activated (cluster 5; 1,929 total cells) and either vascular associated microglia, or phagocytic microglia (cluster 14; 626 total cells). 

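With all variable genes, as in the methods, the microglia-like cells lay in 5 clusters. Clusters were named against the other microglia from lists of quiescent and activated marker genes. The quiescent-like cluster (cluster 0), led by *Crybb1*, *P2ry12* and *Fcrls*, had 3371 cells. A pair of clusters was activated-like, with 1554 cells in cluster 5, led by *Egr1* and *Fos*, and 771 in cluster 12, led by *Apoe* and *Spp1*. Cluster 18, with 509 cells and a median of 1739 UMIs per cell, was led by neither list. Cluster 27, led by the endothelial genes *Cldn5*, *Flt1* and *Ly6c1*, had 177 cells with a median of 11972 UMIs, against 6568 in the quiescent-like cluster and 5553 in endothelial-like cells, and Scrublet called 100% of its cells as doublets. It held 48, 53, 32 and 44 cells of the adult mice fed 0% and 5% inulin and the aged mice fed 0% and 5%, respectively.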

The quiescent and activated clusters had an inverse expression of pro-inflammatory genes among their top 10 discriminatory markers, with cluster 5 having high expression of *Apoe*, *Ccl4*, *Spp1*, *Ccl3*, *Lyz2*, *Cst7*, and *Fos*, among them, while cluster 1 displayed similar downregulated fold changes for these genes. 

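The genes that lead a cluster define it, so their levels were not tested between clusters. *Apoe*, *Spp1*, *Lyz2* and *Cst7* were among the 10 leading genes of cluster 12, and *Ccl3*, *Ccl4* and *Fos* among those of cluster 5, each by fold over the other microglia-like cells. None of these 7 genes was among the 10 leading genes of the quiescent-like cluster, 8 of which were quiescent markers. The list of activated marker genes holds all 7, so the naming in part fixed this. Whether they were lower in that cluster was not tested.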

Uniform Manifold Approximation and Projection (UMAP) analysis of microglial cells showed a shift in the percentage of activated microglia between adult and aged animals. Adults had 15.8 ± 1.3% of all microglia cells in the activated cluster, compared to 44.4 ± 6.2% for their aged counterpart (Figure 3).

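Because the genes that define the activated cluster also differ with age, the cells were clustered again without them: 382 of the 3000 variable genes, namely the genes of Figure 4A and Table 1 and those that differed between the ages in microglia-like cells, were left out of the principal components. The cluster names still rest on marker lists that hold such genes. Activated-like cells made up 30.9% of the microglia-like cells of the adult mouse fed 0% inulin (482 of 1560, exact Clopper-Pearson 95% interval 28.6 to 33.3%) and 26.1% of the adult mouse fed 5% (415 of 1590, 24.0 to 28.3%). They made up 52.9% in the aged mouse fed 0% (884 of 1670, 50.5 to 55.4%) and 64.5% in the aged mouse fed 5% (1029 of 1596, 62.1 to 66.8%). The intervals cover counting error only. The mean was 28.5% ± 3.39 in adult and 58.7% ± 8.16 in aged mice (SD, n = 2 each), a difference of 30.2 percentage points that exceeds the spread within either age. It has the smallest two-sided *p* that the exact permutation test allows here, 0.333. Of the activated-like pair of clusters, cluster 5, led by *Apoe* and *Spp1*, held 7.27% ± 0.41 of adult and 36.3% ± 7.66 of aged microglia-like cells. Cluster 6, led by *Fos* and *Egr1*, held 21.2% ± 2.98 and 22.4% ± 0.50 (exact permutation *p* = 1). The genes left out include *Junb*, *Egr1* and *Atf3*, so this clustering cannot show whether such a cluster grows with age. With all variable genes the cluster led by *Egr1* and *Fos* held 22.5% ± 2.57 and 26.1% ± 0.0242, without overlap between the ages. With all variable genes, as in the study's methods, the activated-like share was 23.9% ± 2.72 in adult and 48.7% ± 6.82 in aged mice (SD, n = 2 each). Among the alternatives, log-normalization before clustering moved the difference most, to 14.4 percentage points (32.0% in adult and 46.4% in aged mice). The paper states a shift in the percentage of activated microglia from its own UMAP analysis (Figure 3).

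**Figure D1:**
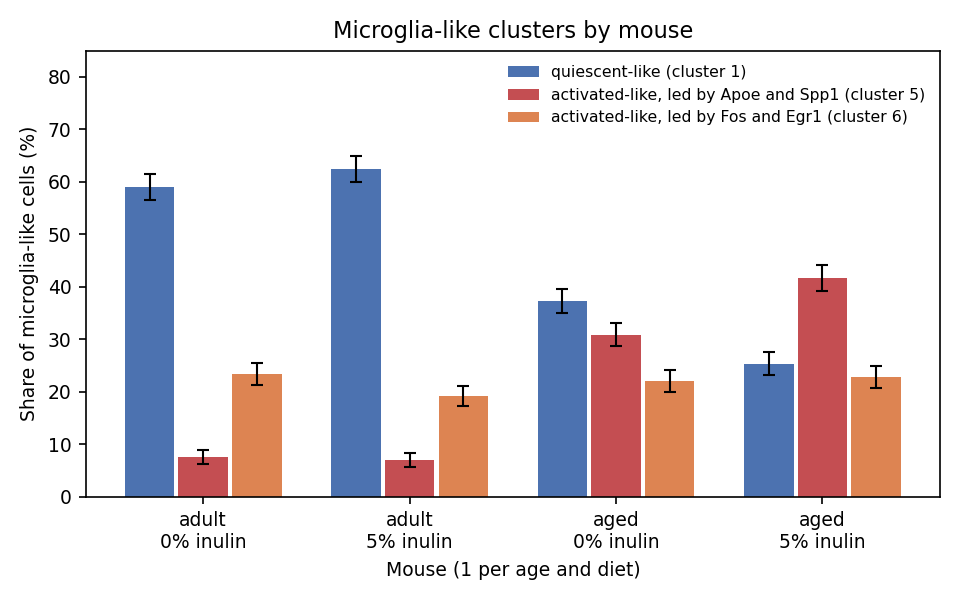
Percent of each mouse's microglia-like cells (vertical axis) in clusters 1, 5 and 6 of the clustering without the age genes, with 1 bar for each of the 4 mice and exact 95% binomial intervals that cover counting error only. Cluster 5 is larger in both aged mice (30.9 and 41.7%) than in both adult mice (7.56 and 6.98%), while cluster 6 lies between 19.1 and 23.3% in all 4.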

**FIGURE 2:**
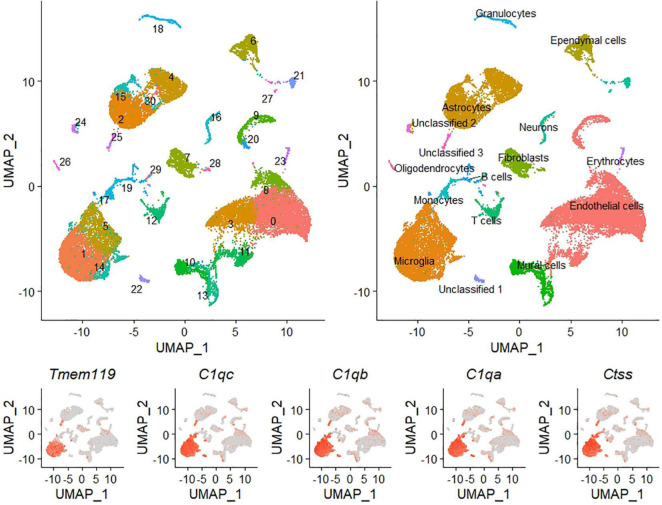
Visualization of whole brain single-cell RNA sequencing results. Uniform Manifold Approximation and Projection (UMAP) visualization of cell clusters identified during scRNA-seq analysis of mouse whole brain tissue. UMAPs includes all cells from the four samples analyzed. The top left panel identifies each cluster by number and color, and the top right panel identifies each cell type by name and color. Bottom panels illustrate the expression of five canonical microglia markers that helped identify clusters 1, 5, and 14 as microglial cells. All microglia clusters show expression of these five genes. In addition, very few cells outside the microglia grouping express any of the genes.

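To compare shares of cells with a UMI at 1 depth, each cell was thinned to 2000 UMIs, which left out 367 of the 6382 microglia-like cells and 2849 of the 21552 cells outside the microglia-like, macrophage-like and unnamed classes. The median depth before thinning was 6645 and 6225.5 UMIs, respectively. After thinning, *C1qa* and *C1qb* were seen in 100% of the microglia-like cells of adult and of aged mice, *C1qc* in 100% of adult and 99.97% ± 0.047 of aged cells, and *Tmem119* in 93.9% ± 0.33 and 80.0% ± 2.50 (SD, n = 2 each, exact permutation *p* = 0.333). *Ctss* was seen in 99.9% ± 0.095 of adult and 99.97% ± 0.045 of aged microglia-like cells. In the cells outside, the thinned shares in adult and aged mice were 2.46% ± 0.042 and 2.74% ± 0.40 for *Tmem119*, 6.26% ± 0.22 and 10.6% ± 0.0032 for *C1qa*, 8.06% ± 0.13 and 12.1% ± 0.69 for *C1qb*, 4.96% ± 0.031 and 7.08% ± 0.43 for *C1qc*, and 5.76% ± 0.21 and 10.5% ± 0.0054 for *Ctss*. Without thinning they were 6.32% and 7.18% for *Tmem119*, 17.3% and 27.4% for *C1qa*, 21.1% and 31.8% for *C1qb*, 13.0% and 18.8% for *C1qc*, and 14.7% and 25.6% for *Ctss*. In the microglia-like cells without thinning, *Tmem119* was seen in 98.1% of adult and 92.7% of aged cells, *C1qa* in 99.9% and 99.97%, *C1qb* in 99.8% and 99.8%, *C1qc* in 99.6% and 99.7%, and *Ctss* in 99.4% and 99.5%. Free RNA in the droplets gives such UMIs in cells that do not express a gene. In aged mice, the 15 microglia markers lay in endothelial-like cells at 0.580 to 1.06% of their level in microglia-like cells, each scaled to the total UMIs of its class.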

**FIGURE 3:**
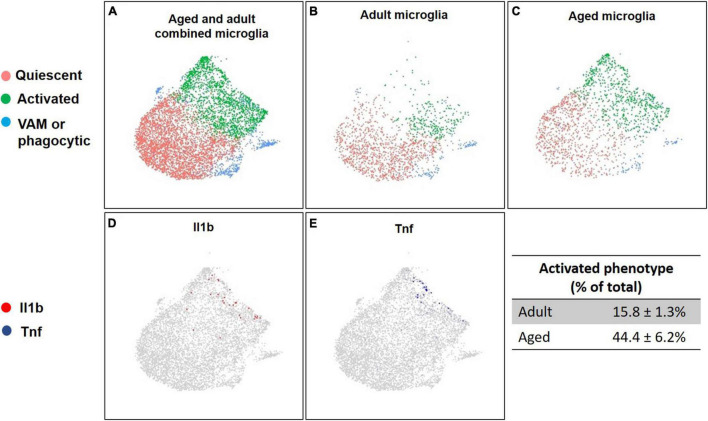
Distinct clusters of microglia and their gene expression patterns across age. Uniform Manifold Approximation and Projection (UMAP) of microglia isolated from the whole brain of adult and aged mice. Panel **A** represents the total population of microglia subdivided in three clusters identified across both groups. Microglia clusters were identified as quiescent (red), activated (green), or vascular associated (VAM) or phagocytic microglia (blue). Panels **B,C** illustrate how microglial activation states vary across age. Old mice (26 months) **(C)** have a larger pro-inflammatory activated population (green), compared to adult mice (5.25 months) **(B)**. Panels **D,E** highlight the cells expressing pro-inflammatory markers *Il1b* (red, **D**) and *Tnf* (blue, **E**).

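*Il1b* (chromosome 2 of GRCm38, 129364570 to 129371139, minus strand) and *Tnf* (chromosome 17, 35199381 to 35202007, minus strand) are protein-coding genes for inflammatory cytokines. In the microglia-like cells, scaled by edgeR to CPM (UMI counts relative to the normalized library total), *Il1b* had 12.2 and 5.27 CPM in the adult mice fed 0% and 5% inulin, and 48.7 and 41.7 in the aged mice. Its log2 fold change with age was 2.37 (standard error 0.24, adjusted *p* = 1.3e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was higher in aged mice on both diets. With each mouse left out in turn it lay between 1.89 and 3.10, and without the aged mouse fed 5% inulin its adjusted *p* in edgeR was 0.0556. Over the alternatives the adjusted *p* ran from 3.60e-08 to 0.0877, the highest with edgeR's robust fit. *Tnf* had 17.5 and 23.7 CPM in adult mice and 89.4 and 109.9 in aged mice, a log2 fold change of 2.27 (standard error 0.14, adjusted *p* = 7.2e-06 from the same edgeR test), with a range of 2.07 to 2.51 when single mice were left out. After thinning to 2000 UMIs, *Il1b* was seen in 0.782% ± 0.043 of adult and 2.99% ± 0.078 of aged microglia-like cells, and *Tnf* in 2.79% ± 0.17 and 8.24% ± 0.63 (SD, n = 2 each, exact permutation *p* = 0.333). The unthinned shares were 1.85% and 5.71% for *Il1b* and 7.37% and 18.4% for *Tnf*. Endothelial-like cells, with a median depth of 5553 UMIs against 6645 in microglia-like cells, gave the background. It was 0.117% in adult and 0.278% in aged mice for *Il1b*, and 0.0421% and 0.277% for *Tnf*, after thinning.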

Single-cell gene expression analysis was insensitive to effects of fiber, but analysis of aged compared to adult brain microglia (clusters 1, 5, and 14 combined) identified 33 differentially expressed genes in aged microglia: 27 genes were upregulated and 6 were downregulated (Figure 4A). 

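UMIs were summed over all microglia-like cells of each mouse, which gave 10239956 and 10287720 in the adult mice fed 0% and 5% inulin, and 12501200 and 12511617 in the aged mice. Genes were called at an adjusted *p* under 0.05 and a fold change above 1.5, the study's cut-off values, with the mouse as the replicate. The fold change was that of the sums per mouse, while the study took it over single cells. The same cut-off therefore does not select like genes. Of 14528 genes tested, edgeR's quasi-likelihood test called 888 higher and 175 lower in aged microglia-like cells, and 4226 genes had an unadjusted *p* under 0.05. DESeq2 called 669 higher and 75 lower, of which 663 and 73 were among those of edgeR. Without the aged mouse fed 5% inulin, edgeR called 360 higher and 37 lower. Without the adult mouse fed 0%, the adult mouse fed 5% and the aged mouse fed 0%, the lower genes numbered 91, 111 and 96, and the higher genes 632, 622 and 721. Thinning each cell to 2000 UMIs gave 498 higher and 83 lower. With the adjusted *p* alone and no threshold on the fold change, 1440 genes were higher and 782 lower. With the threshold on the fold change over pooled cells, an alternative chosen after the values were seen, 44 were higher and 7 lower. In simulated sums with 200 genes changed 2-fold between the ages, the edgeR test recovered 79.5%. All 33 genes named in Figure 4A and Table 1 were tested, and 27 were called higher and 6 lower, in the paper's direction. The same 33 were called when adjusted over the list alone, which is not independent evidence because the study chose the list on these mice.
Between the diets, edgeR called 0 genes in microglia-like cells, with 80 genes at an unadjusted *p* under 0.05. DESeq2 called 3, the hemoglobin genes *Hba-a1*, *Hba-a2* and *Hbb-bs*, higher with 5% inulin. The same 3 genes were called by edgeR with no filter on low counts and after thinning. The edgeR test without a covariate leaves the age difference in its error. With age as a covariate 627 genes had an unadjusted *p* under 0.05, and edgeR called 5, these 3 and *Gpm6b* and *Slc1a2*, which are named here after their values were seen. Without the aged mouse fed 5% inulin it called 3, *Hba-a1*, *Hba-a2* and *Hbb-bt*. In the edgeR test without a covariate the log2 fold changes were 3.41 for *Hba-a1*, 3.52 for *Hba-a2* and 3.51 for *Hbb-bs* (adjusted *p* = 0.249 each), and over the alternatives the adjusted *p* of *Hbb-bs* ran from 2.77e-35 to 1. A single droplet held 80.9% of the hemoglobin UMIs of the microglia-like cells in the adult mouse fed 5% inulin, and a single droplet 84.6% in the aged mouse fed 5%. *Hba-a1* and *Hba-a2* are near-identical copies, so their separate counts are uncertain. *Gpm6b* and *Slc1a2* were among the leading genes of astrocyte-like clusters. RNA or droplets shared with astrocytes were not tested as their source in microglia-like cells.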

Gene enrichment analysis (Figure 4B) identified “regulation of immune system,” “protein folding and refolding,” “response to external stimulus,” and “interspecies interaction between organisms” as high hierarchy processes affected by aging (*P* < 0.01). 

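The genes of the protein folding terms include the heat shock genes *Hspa1a*, *Hspa1b*, *Dnaja1* and *Hsp90aa1*, which encode chaperones. *Hspa1a* (chromosome 17 of GRCm38, 34969190 to 34972156, minus strand) had 1476 and 992 CPM in the microglia-like cells of the adult mice fed 0% and 5% inulin, and 654 and 665 in the aged mice. Its log2 fold change was -0.90 (standard error 0.15, adjusted *p* = 0.00315 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the same edgeR test *Hspa1b* changed by -1.09 (standard error 0.14, adjusted *p* = 5.09e-04), *Dnaja1* by -0.88 (0.084, adjusted *p* = 1.02e-04) and *Hsp90aa1* by -0.64 (0.10, adjusted *p* = 0.00211). Each was lower in aged mice on both diets. *Hspa1a* and *Hspa1b* are near-identical copies, so the split of their counts is uncertain. With single mice left out, *Dnaja1* stayed called, while the others did not. Without the aged mouse fed 5% inulin the adjusted *p* in edgeR was 0.171 for *Hspa1a*, 0.106 for *Hspa1b* and 0.115 for *Hsp90aa1*, and without the aged mouse fed 0% it was 0.139, 0.0762 and 0.0860. Without the adult mouse fed 0% edgeR gave an adjusted *p* of 0.0674 for *Hspa1a* and 0.0851 for *Hsp90aa1*, and without the filter on low counts 0.0592 for *Hspa1a*. Over all alternatives the adjusted *p* ran from 1.17e-04 to 0.171 for *Hspa1a*, from 2.21e-06 to 0.106 for *Hspa1b* and from 3.29e-07 to 0.115 for *Hsp90aa1*, the lowest with thinned cells in edgeR or with DESeq2. The Gene Ontology enrichment itself was not analysed here.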

Lower hierarchy processes (e.g., subcategories of the higher one) included immune related functions, such as “neutrophils chemotaxis,” “response to other organisms and biotic stimuli,” and “antigen processing and presentation.” 

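Among the chemokine genes, *Ccl3* (chromosome 11 of GRCm38, 83647844 to 83649355, minus strand) rose with a log2 fold change of 1.84 (standard error 0.16, adjusted *p* = 4.9e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With single mice left out it lay between 1.58 and 2.16. *Ccl12* rose by 2.12 (standard error 0.10, adjusted *p* = 1.65e-06 in the same edgeR test). *Ccl3* also rose in endothelial-like (2.07) and astrocyte-like cells (2.14), as did *Ccl12* (2.13 and 2.77). In aged mice *Ccl3* lay in these classes at 1.66% and 1.32% of its microglial level, and *Ccl12* at 1.17% and 1.85%. Free RNA from microglia stays open as their source there. Of the antigen presentation genes, *Cd74* had 31.9 and 32.0 CPM in adult mice and 153 and 218 in aged mice, a log2 fold change of 2.54 (standard error 0.15, adjusted *p* = 5.91e-06 in edgeR). In edgeR, *H2-K1* changed by 1.42 (0.10, adjusted *p* = 1.40e-05), *H2-D1* by 1.63 (0.10, adjusted *p* = 9.14e-06) and *B2m* by 1.07 (0.10, adjusted *p* = 1.19e-04). *H2-K1* and *H2-D1* are related genes among which the counting could divide reads. All 6 genes were higher in aged mice on both diets and stayed called with each mouse left out.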

Additional information regarding the enriched GO biological functions can be found in Table 1.

**FIGURE 4:**
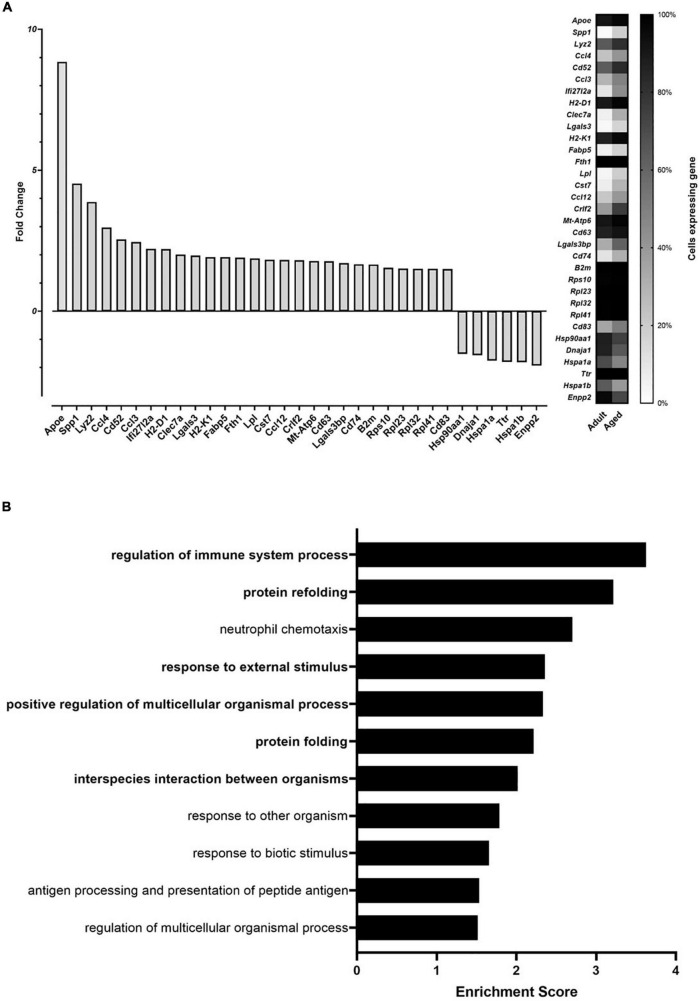
Age effect on whole brain microglia gene expression **(A)** and enrichment analysis of age affected genes **(B)**, identified *via* single cell RNA sequencing. The analysis was conducted on single cells of microglia from aged (26 months) and adult mice (5.25 months). **(A)** The left panel (bars) depicts the fold change expression in aged mice when compared to adult mice when the gene was detected. The right panel (heatmap) reports the percentage of microglia cells in which each differentially expressed gene was detected. **(B)** Gene Ontology (GO) enriched biological functions identified by enrichment analysis of the differentially expressed genes in aged compared to adult mice. Enrichment score is calculated as –log_10_ *P*-value. Higher hierarchy GO biological functions are highlighted in bold.

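The 27 genes named as higher in aged microglia had log2 fold changes of 1.01 to 5.58 in the microglia-like sums (median 1.88, adjusted *p* between 1.3e-09 and 6.0e-04 in edgeR's quasi-likelihood test), and each was higher on both diets. *Spp1* (chromosome 5 of GRCm38, 104435118 to 104441050, plus strand) rose from 17.8 and 19.0 CPM in the adult mice fed 0% and 5% inulin to 909 and 857 in the aged mice, a log2 fold change of 5.58 (standard error 0.10), with a range of 5.54 to 5.63 when single mice were left out. *Apoe* (chromosome 7, 19696109 to 19699188, minus strand) rose from 1628 and 926 CPM to 13432 and 22540, a log2 fold change of 3.82 (standard error 0.31, range 3.40 to 4.28). *Lyz2* changed by 2.82 (0.18) and *Ccl4* by 2.17 (0.091). With the cells of an age pooled, scaled to 10000 UMIs and 1 added to each mean, the fold change was 5.39 for *Spp1*, 9.64 for *Apoe*, 3.83 for *Lyz2* and 3.08 for *Ccl4*, against 47.9, 14.1, 7.06 and 4.51 from the sums per mouse. The 6 lower genes changed by -1.18 to -0.64. *Enpp2* (chromosome 15, 54838901 to 54952892, minus strand) changed by -1.18 (standard error 0.086, adjusted *p* = 1.8e-05 in edgeR's test) and *Ttr* by -0.72 (0.13, adjusted *p* = 0.0039 in edgeR's test). *Ttr* was not called with any mouse left out, where its adjusted *p* was 0.229 without the adult mouse fed 0% inulin, 0.114 without the adult mouse fed 5%, 0.0592 without the aged mouse fed 0% and 0.0550 without the aged mouse fed 5%, in a range of 4.48e-10 with DESeq2 to 0.229 over all alternatives. Both genes, which mark choroid plexus epithelium, also fell in endothelial-like (-1.07 for *Enpp2* and -0.77 for *Ttr*) and astrocyte-like cells (-1.05 and -0.64).

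**Figure D2:**
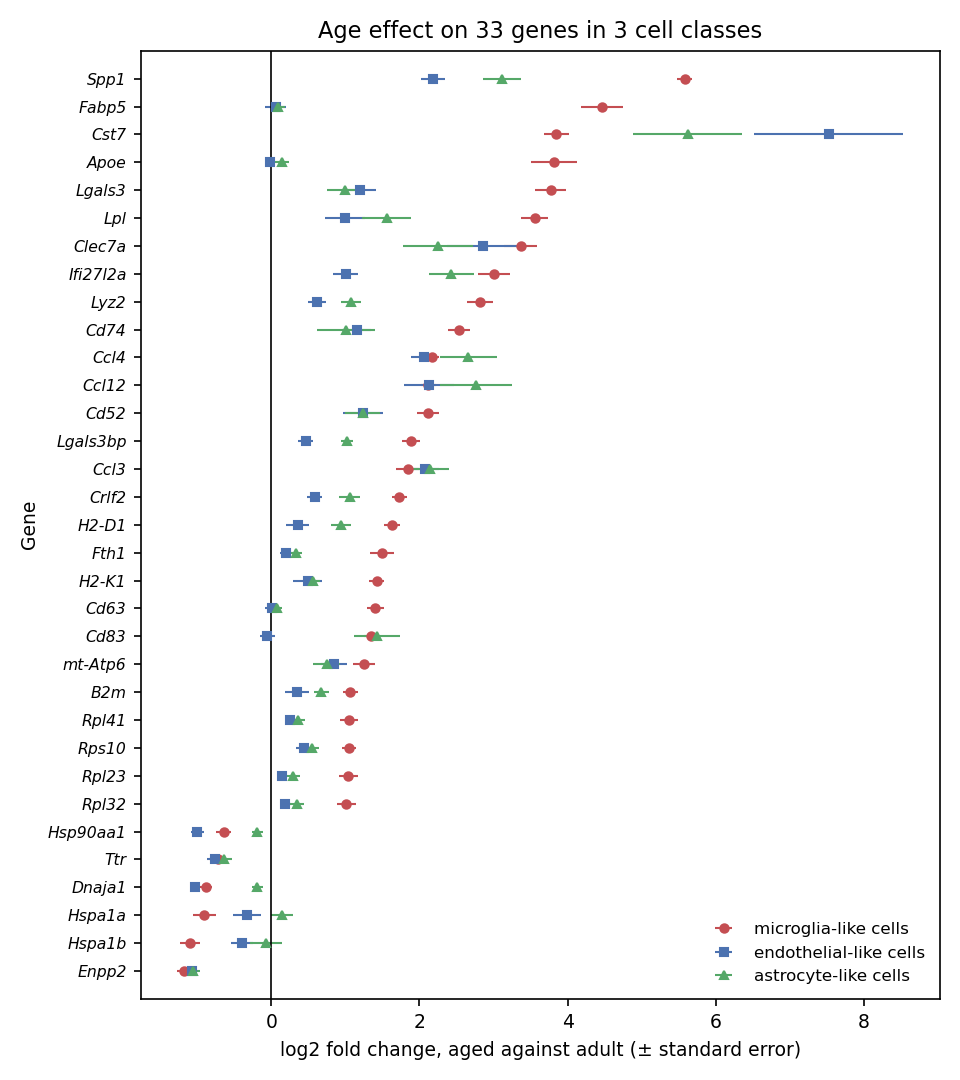
Log2 fold change between aged and adult mice, with its standard error from edgeR, of the 33 genes of Figure 4A and Table 1 in microglia-like, endothelial-like and astrocyte-like cells (2 mice per age). *Apoe* lies at 3.82 in microglia-like cells and at -0.02 and 0.15 in the other 2 classes, while *Ttr* and *Enpp2* lie below 0 in all 3. Of the 27 higher genes, 13 also passed the threshold in endothelial-like cells and 15 in astrocyte-like cells. Of the 6 lower genes, 4 and 2 did. Free RNA was not ruled out as a source there. The fitted value of *Cst7* in endothelial-like cells, where adult mice had 0 UMIs, depends on the prior count of the fit.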

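After thinning each cell to 2000 UMIs, *Lyz2* was detected in 37.2% ± 2.85 of the microglia-like cells of adult mice and 62.5% ± 5.59 of those of aged mice (SD, n = 2 each). *Cst7* was detected in 2.38% ± 0.66 and 15.2% ± 3.11, *Ccl4* in 15.0% ± 1.74 and 29.7% ± 1.93, and *Spp1* in 0.578% ± 0.044 and 10.9% ± 3.18. For each of these the 2 ages did not overlap (exact permutation *p* = 0.333, the smallest possible). Without thinning, the shares were 64.4% and 80.9% for *Lyz2*, 6.86% and 29.6% for *Cst7*, 23.9% and 42.7% for *Ccl4*, and 1.31% and 19.6% for *Spp1*. The thinned background in endothelial-like cells (median depth 5553 UMIs before thinning, against 6645 in microglia-like cells) was 3.07% and 6.26% for *Lyz2*, 0% and 0.373% for *Cst7*, 0.471% and 2.15% for *Ccl4*, and 0.453% and 3.26% for *Spp1*, so the share with *Spp1* in adult microglia-like cells was near background. *Apoe* was detected in 59.2% ± 0.93 and 79.9% ± 4.26 of thinned microglia-like cells (90.2% and 96.6% unthinned), under its share in thinned endothelial-like cells of 93.1% and 94.4%. *Enpp2* fell from 68.3% ± 4.26 to 38.8% ± 0.74 of thinned microglia-like cells, and from 69.4% to 42.9% of endothelial-like cells.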

**TABLE 1:** Detailed results of the Gene Ontology (GO) enrichment analysis of the identified differentially expressed genes (DEG) in microglia from aged (∼2 years old) compared to adult (3–4 months old) mice.

Go term	Description	Background	DEG	Fold enrichment	Corrected *P*-value	DEG list
GO:0051239	Regulation of multicellular organismal process	2,764	18	2.96	0.0304	*Apoe↑, B2m↑, Ccl3↑, Ccl4↑, Cd63↑, Cd74↑, Cd83↑, Clec7a↑, Crlf2↑, Cst7↑, Enpp2*↓, *Fabp5↑, H2-D1↑, H2-K1↑, Hsp90aa1*↓, *Lgals3↑, Lpl↑, Spp1↑*
GO:0009605	Response to external stimulus	1,625	15	4.2	0.0044	*Apoe↑, B2m↑, Ccl12↑, Ccl3↑, Ccl4↑, Cd52↑, Cd63↑, Clec7a↑, Enpp2*↓, *H2-K1↑, Ifi27l2a↑, Lgals3↑, Lpl↑, Lyz2↑, Spp1↑*
GO:0051240	Positive regulation of multicellular organismal process	1,632	15	4.18	0.00465	*Apoe↑, B2m↑, Ccl3↑, Ccl4↑, Cd74↑, Cd83↑, Clec7a↑, Crlf2↑, Cst7↑, Enpp2*↓, *Fabp5↑, Hsp90aa1*↓, *Lgals3↑, Lpl↑, Spp1↑*
GO:0002682	Regulation of immune system process	1,096	14	5.81	0.000237	*Apoe↑, B2m↑, Ccl12↑, Ccl3↑, Ccl4↑, Cd74↑, Cd83↑, Clec7a↑, Crlf2↑, Cst7↑, H2-D1↑, H2-K1↑, Hsp90aa1*↓, *Lgals3↑*
GO:0044419	Interspecies interaction between organisms	1,040	12	5.25	0.00962	*Apoe↑, B2m↑, Ccl12↑, Ccl3↑, Ccl4↑, Cd52↑, Clec7a↑, H2-K1↑, Ifi27l2a↑, Lgals3↑, Lpl↑, Lyz2↑*
GO:0009607	Response to biotic stimulus	920	11	5.44	0.022	*B2m↑, Ccl12↑, Ccl3↑, Ccl4↑, Cd52↑, Clec7a↑, H2-K1↑, Ifi27l2a↑, Lgals3↑, Lpl↑, Lyz2↑*
GO:0051707	Response to other organism	892	11	5.61	0.0163	*B2m↑, Ccl12↑, Ccl3↑, Ccl4↑, Cd52↑, Clec7a↑, H2-K1↑, Ifi27l2a↑, Lgals3↑, Lpl↑, Lyz2↑*
GO:0006457	Protein folding	142	6	19.22	0.00609	*B2m↑, Cd74↑, Dnaja1*↓, *Hsp90aa1*↓, *Hspa1a*↓, *Hspa1b*↓
GO:0030593	Neutrophil chemotaxis	58	5	39.21	0.00199	*Ccl12↑, Ccl3↑, Ccl4↑, Lgals3↑, Spp1↑*
GO:0042026	Protein refolding	15	4	>100	0.000607	*B2m↑, Hsp90aa1*↓, *Hspa1a*↓, *Hspa1b*↓
GO:0048002	Antigen processing and presentation of peptide antigen	44	4	41.35	0.0292	*B2m↑, Cd74↑, H2-D1↑, H2-K1↑*

*For each statistically enriched GO term, we reported the total number of genes identified by the scRNA-seq analysis, the number and list (including direction of change, ↑ upregulate, ↓ downregulated by age) of DEG, fold enrichment, and the Bonferroni corrected P-value used to calculate the enrichment score reported in Figure 4.*

### Dietary Inulin Increased Cecal Short-Chain Fatty Acids

No effect of diet was detected for BW, while age, sex, and time strongly (*P* < 0.0001) affected it. Aged animals and males exhibited a higher weight than young or female mice. BW gradually increased over time, due to growth of adult males, while adult females, and aged animals (both sexes) maintained a stable weight throughout the 8 weeks on the experimental diets (see Supplementary Figure 7).

Age affected the concentration of acetate and total SCFA, with adults having higher concentrations than their aged counterparts (Table 2). Dietary inulin increased butyrate (*P* < 0.0001) and total SCFA (*P* = 0.004) in the cecum of both adult and aged animals (Table 2). There were no significant differences between 2.5 and 5% inulin. Moreover, aged mice exhibited lower levels of acetate than adult mice on the control diet and, when fed inulin, aged mice had acetate concentration similar to that observed for adults receiving no inulin. Sex also affected (*P* < 0.05) cecal concentration of butyrate, acetate, and total SCFA, as overall higher concentrations were detected in males compared to females (Table 2).

**TABLE 2:** Cecal concentration of SCFAs acetate, propionate, butyrate, and their sum, corrected for cecal water content [dry matter (DM)], in response to age (A), sex (S), or diet (D) (inulin; % w/w).

	A			S			D				*P*-value						
						
Mmol/g DM	Adult	Aged	SEM	F	M	SEM	0%	2.5%	5%	SEM	A	D	A × D	S	S × A	S × D	S × A × D
Acetate	167.4^a^	121.0^b^	10.3	129.5^a^	158.9^b^	9.3	134.8	153.1	144.8	10.7	0.006	0.40	0.57	0.04	0.39	0.95	0.66
Propionate	32.6	30.6	2.4	31.4	31.8	2.2	27.5	33.7	33.6	2.6	0.62	0.07	0.49	0.90	0.72	0.09	0.10
Butyrate	54.4	44.1	4.1	43.6^a^	55.0^b^	3.7	32.4^a^	56.5^b^	58.9^b^	4.2	0.11	<0.0001	0.61	0.04	0.31	0.12	0.97
Total	244.9^a^	191.8^b^	13.1	191.9^a^	244.7^b^	11.8	186.2^a^	241.6^b^	227.2^b^	13.6	0.01	0.004	0.13	0.004	0.64	0.73	0.20

*For each main effect the largest standard error of the mean (SEM) is reported. Different superscripts denote statistical difference of the means (P < 0.05) within each effect (A, S, and D). Treatments comprised the 2 × 3 × 2 factorial arrangement of age, diet, and sex. Data from 136 mice are included (adult, n = 63 and aged, n = 73; inulin at 0%, n = 57, 2.5%, n = 36; and 5%, n = 43; male, n = 74 and female, n = 62).*

### Dietary Inulin Inhibited Many Effects of Aging on Gene Expression in Microglia

Supplementary Table 2 shows the main effects of age (adult and aged), sex (male and female), and diet (0, 2.5, and 5.0% inulin) as well as interactions on microglial expression of genes related to aging, inflammation, and the sensome. However, because 2.5% inulin elicited maximal effects on SCFA (Table 2) and yielded more consistent results on gene expression (Supplementary Table 2) suggesting 5.0% inulin may have been more than optimal, a secondary analysis was done excluding the 5.0% inulin treatment.

#### Aging Markers

Markers of aging (e.g., genes upregulated in aged individuals compared to adults) were chosen from the available literature and the scRNA-seq analysis. In primary microglia isolated from aged mice, aging markers were increased (*P* < 0.001; Figure 5). A significant (*P* < 0.05) effect of diet was detected for *Apoe*, *Ccl4*, and *Lgals3*. Specifically, inulin increased expression of *Apoe*, and decreased expression of *Ccl4* and *Lgals3*. An interaction of age and diet was detected for *Clec7a* (*P* = 0.04), *Lgals3* (*P* = 0.02), and *Lys2* (*P* = 0.04). No dietary effect on the expression of *Lgals3* was observed in adults, but inulin reduced its abundance in aged individuals.

**FIGURE 5:**
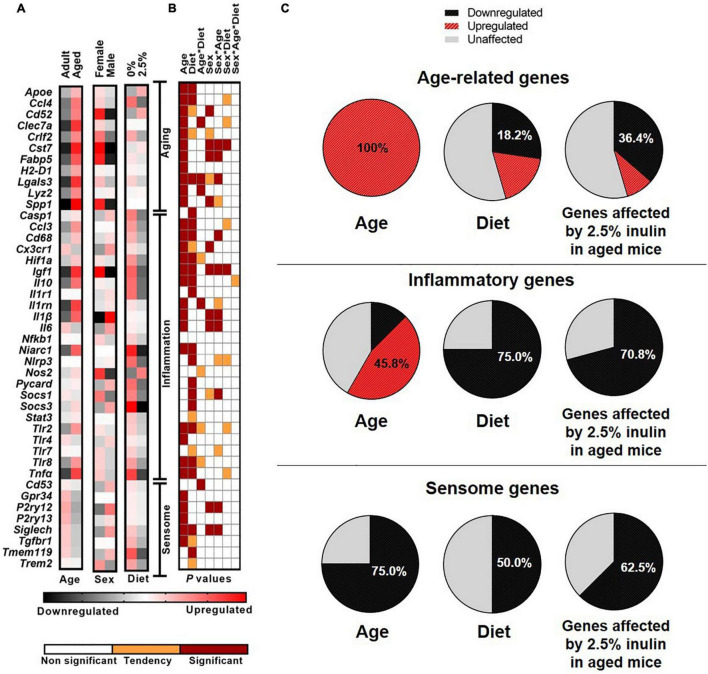
The effect of age, sex, and dietary fiber on microglial gene expression. Heat map visualization of relative expression of genes in microglia analyzed by Fluidigm from adult and aged, male and female mice fed inulin (0 or 2.5%). **(A)** The heat map represents the relative mRNA abundance of markers of aging, inflammation, and the microglial sensome with black for downregulation and red for upregulation. Each square represents the mean of *n* = 17–37 depending on the group. Treatments comprised the 2 × 2 × 2 factorial arrangement of age, diet, and sex. Data from 90 mice are included (adult, *n* = 17, and aged, *n* = 32; inulin at 0%, *n* = 25, and 2.5%, *n* = 37; male, *n* = 30 and female, *n* = 32). **(B)** The panel visually represents the *P*-value of main effects and their interaction obtained *via* ANOVA. White represents no effect (*P* > 0.10), orange indicates a tendency (0.05 < *P* ≤ 0.10), and maroon indicates statistical significance (*P* ≤ 0.05). **(C)** The pie charts represent the percentage of the targeted genes affected by age (left), diet (intermediate), or diet only on aged brain (right) with black for downregulation and red for upregulation.

Sex differences were evident in aging-related genes, with females displaying a generally higher (*P* < 0.05) expression of most of these markers, except *Apoe*, *Ccl4*, *H2-D1*, and *Lyz2*, for which no sex effect was observed (Figure 5). A tendency for higher expression in females compared to males, was also observed for *Crlf2* (*P* = 0.09) and *Lgals3* (*P* = 0.05). For *Cst7*, *Fabp5*, and *Lgals3* an interaction of sex and age was detected (*P* ≤ 0.01), suggesting that the higher overall expression in females was due to increased expression in aged, but not adult females. Both sexes of aged animals had higher *Lyz2* expression than adults, however the lowest expression was observed in the adult females. No other interactions were detected.

#### Inflammation

To assess the inflammatory status of microglia we measured the expression of genes encoding for cytokines, chemokines, antimicrobial proteins, sensing receptors, inflammatory signal transductors, proteins of the inflammasome, and markers of pro-inflammatory activation. As demonstrated by the scRNA-seq data, age significantly altered the expression of many inflammatory genes (Figure 5). Aged animals displayed higher (*P* < 0.001) mRNA abundance for *Casp1, Ccl3*, *Cd68*, *Hif1a*, *Igf1*, *Il10*, *Il1b*, *Il1rn*, *Niarc1*, *Tlr2*, *Tlr8*, and *Tnfa* compared to adults. At the same time, aging reduced the expression of *Cx3cr1*, *Il6*, *Socs1*, and *Tlr4* (*P* < 0.001). Independently of age, inclusion of inulin reduced (*P* < 0.05) expression of *Casp1*, *Ccl3*, *Cd68*, *Hifl1*, *Igf1*, *Il10*, *Il1r1*, *Niarc1*, *Nlrp3*, *Pycard*, *Socs1, Socs3*, *Tlr8*, and *Tnfa* (Figure 5). An interaction of age and diet was detected for *Il1rn* (*P* = 0.03), and tendencies were observed for *Hifla* (*P* = 0.07), *Nos* (*P* = 0.08) *Tlr2* (*P* = 0.06), and *Tlr8* (*P* = 0.07), as inulin inclusion was able to reduce microglia expression of these markers in aged and not in adult animals. Also, inflammation markers were affected by sex, as there were several sex by age interactions. For *Cd68*, *Igf1*, *Il1b*, *Il6*, and *Socs1*, no sex-related morphisms were observed in adult animals, while differences were noted between sexes among aged mice. Aged females displayed higher microglial expression for *Igf1*, while they had lower expression of *Cx3cr1*, *Il1b*, and *Il6*, compared to aged males.

#### Sensome

As neuroimmune sentinels, microglia continuously sense changes in the brain environment and respond to invading pathogens, toxins and cellular debris (27). For this purpose, microglia constitutively express a unique cluster of transcripts encoding proteins for sensing endogenous ligands and microbes, referred to as the sensome. Age downregulated (*P* ≤ 0.01) five out of eight targeted sensome genes (*Gpr34, P2ry12, P2ry13, Siglech*, and *Tgfbr1*), compared to their expression in adult (Figure 5). Dietary inulin altered the sensome-related gene expression of *Siglech* and *Tmem119*, with a tendency for *Tgfbr1* (*P* = 0.07). Sex effects were also observed for *P2ry12* (*P* = 0.02) and *Siglech* (*P* = 0.01), with overall female expression levels lower than males.

### Dietary Inulin Decreased *ex vivo* Microglial Tumor Necrosis Factor-Alpha Secretion in Aged Mice

The age-related increase in *Tnfa* and *Il10* gene expression was reduced by dietary inulin (Figure 5). To determine if TNF-α and IL-10 protein were similarly affected, supernatants from microglia cultures were assayed. Consistent with *Tnfa* mRNA expression, microglia from aged mice spontaneously secreted more TNF-α (*P* = 0.0004; Figure 6) than microglia from adults—an effect that was blocked by feeding aged mice inulin (*P* = 0.01). IL-10 concentration was below the assay sensitivity (data not shown).

**FIGURE 6:**
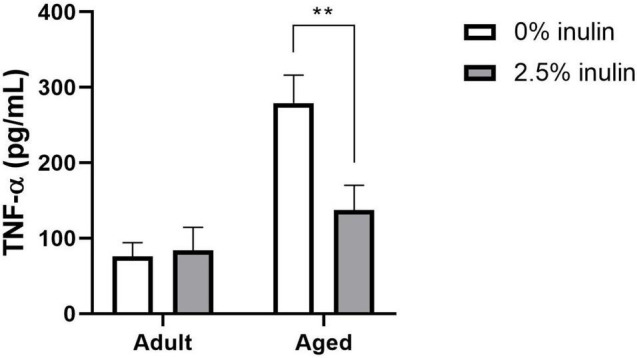
The effect of age and fiber on microglial TNF-α secretion. Microglia from aged and adult male mice fed 0 or 2.5% inulin were isolated and cultured for 36 h (*n* = 4). TNF-α concentration (pg/mL) in cell culture supernatants was assayed by ELISA. Statistically different between diets: **P < 0.01.

## Discussion

The results showed that microglia from adult and aged mice segregated into distinct phenotypes according to their gene expression profile. In aged mice, a considerably greater proportion of the population of microglia were identified being “activated” and a considerably smaller proportion were identified being “quiescent.” These findings, using whole brain scRNA-seq and a limited number of mice, were largely corroborated using highly purified microglia from a large cohort of mice and Fluidigm analysis to assess a selected panel of targeted genes. 

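Quiescent-like cells (cluster 1 of the clustering without the age genes) made up 59.0% of the microglia-like cells of the adult mouse fed 0% inulin (exact 95% interval 56.5 to 61.4%), 62.5% of the adult mouse fed 5% (60.1 to 64.9%), 37.3% of the aged mouse fed 0% (35.0 to 39.7%) and 25.4% of the aged mouse fed 5% (23.3 to 27.6%). The mean was 60.7% ± 2.50 in adult and 31.3% ± 8.44 in aged mice (SD, n = 2 each, exact permutation *p* = 0.333), a change of -29.4 percentage points. Cells of neither state made up 10.8% ± 0.89 and 10.0% ± 0.28.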

In the later cohort, we tested the hypothesis that increased dietary soluble fiber could counterbalance the age-related change in microglia gene expression. This is reasonable because dietary fiber affects the gut microbiota and is fermented in the colon to yield bioactive SCFAs, including butyrate. Accordingly, feeding aged mice for 8 weeks a diet with 2.5% inulin increased colonic SCFAs and mostly restored microglial cell gene expression to that seen in adults. Feeding 5.0% inulin did not further increase SCFAs and effects on microglia gene expression were by-and-large similar but more variable. Eating too much fiber can inhibit absorption of key nutrients (28) and cause gastrointestinal distress (29). Given the present findings, 5.0% inulin may have approached the tolerable upper intake level for some animals.

Our results on the effects of aging on microglia gene expression are consistent with a recent study of the different transcriptional states of microglia throughout aging (30). Using scRNA-seq with purified microglia, Hammond et al. (30) reported two microglia clusters being enriched in aging mice, as well as a third cluster comprised of macrophages and monocytes. Noteworthy was their finding that one cluster of microglia that expanded with age, expressed inflammatory genes not normally expressed by other populations of microglia. Similarly, the present study revealed that a cluster of microglia expressing inflammatory signals was enriched by aging. This subpopulation of microglia likely contributes to normal age-related neuroinflammation. Therefore, understanding the heterogeneity of microglia throughout aging and how these cells subdivide in clusters with varied functions may be important for developing intervention strategies to regulate neuroinflammation. A limitation of our scRNA-seq analysis is that it included only male mice fed 0 or 5% inulin. Therefore, from the scRNA-seq study we cannot draw conclusion regarding differences between males and females or different levels of dietary fiber.

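The sex of the 4 mice was checked from their kept cells. *Xist* (chromosome X of GRCm38, 103460366 to 103483254, minus strand), which is expressed from the inactive X chromosome of females, had 8, 7, 4 and 4 UMIs in the adult mice fed 0% and 5% inulin and the aged mice fed 0% and 5%, respectively, of 46955544 to 56600489 UMIs per mouse. In the same order, the Y-linked genes *Ddx3y* and *Uty* had 5304, 5677, 3004 and 4794 UMIs, and 1374, 1468, 838 and 1182 UMIs.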

Our study on dietary fiber that focused on expression of selected aging-, inflammatory-, and sensome-related genes in purified microglia confirmed age-related neuroinflammation. The broad impact of dietary fiber on age-related neuroinflammation was highlighted in microglia by reduced expression of genes related to the chemokine system, inflammasome, activation, and reactive status (Figure 5), as well as by reduced secretion of the inflammatory marker TNF-α (Figure 6). Indeed, nearly half of the inflammatory genes measured were upregulated in microglia due to aging, and inclusion of 2.5% dietary inulin downregulated three quarters of them (Figure 5). Expression of many anti-inflammatory genes was also reduced by inulin. These changes likely do not impair the immune response, but simply reflect a lower pro-inflammatory environment, less dependent on anti-inflammatory signals. Finally, the expression of all aged-related genes studied was upregulated in microglia of aged mice, but 2.5% dietary inulin downregulated several of them. The reduced expression of aging markers *Ccl4* and *Lgals3* due to dietary inulin is consistent with the reduced signs of neuroinflammation (30).

The mechanism by which dietary fiber can regulate microglial gene expression in the aged brain warrants investigation, but most evidence points to a mechanism dependent upon SCFA production. For example, germ-free mice had immature, malformed, and dysfunctional microglia indicating an important role for the microbiota in microglial maturation and function (12). Reconstitution of a diverse intestinal microbiota or providing a mix of SCFAs (acetate, propionate, and butyrate) in drinking water normalized microglia after 4 weeks (12), indicating a lack of microbial-derived SCFAs in germ-free mice was responsible for aberrant microglia. The SCFAs acetate, propionate and butyrate are produced by microbiota in the colon and distal small intestine by fermentation of resistant starch, dietary fiber, other low-digestible polysaccharides and host mucin oligosaccharides. Noteworthy in the present study is the finding that aged mice had lower total SCFAs in the cecum and that dietary fiber significantly increased SCFAs. A “control” diet containing 1% cellulose was compared to a diet containing 1% cellulose *and* 2.5% inulin. Inulin is a plant-derived fermentable fiber that is a substrate for production of SCFAs (31). In aged mice, acetate and total SCFAs were significantly lower and there was a tendency for lower butyrate (*P* = 0.09). Dietary inulin (2.5%) resulted in a 60% increase in butyrate, a 15% increase in acetate, and a 30% increase in total SCFAs. This may be important because butyrate has anti-inflammatory properties and it and other SCFA concentrations may have been less than optimal in aged mice. We did a correlation analysis to assess the relationship between SCFA concentration (acetate, butyrate, propionate, and total SCFA) and gene expression in microglia from aged mice (Supplementary Table 3). Although the correlation coefficients were low, we found higher butyrate to be associated with reduced expression of several age-related (*Fabp5* and *Lgals 3*) and inflammatory (*Cd68, Igf1, Niarc1, Socs1*, and *Tlr8*) genes (*P* < 0.05), as well as a tendency (*P* < 0.1) for other inflammatory genes (*HIF1a, Il1rn*, and *Tnf*). All the SCFA alone or as total SCFA presented significant correlation with reduced expression of the inflammatory genes *Cd68* and *Igf1*. These findings suggest differences in the intestinal microbiota between adult and aged mice, even in a highly controlled setting; and that the intestinal microbiota in aged mice remained responsive to dietary fiber to a point. This is important because inadequate intake of dietary fiber is common in the elderly (17).

In support of an effect of aging on gut microbiota and SCFA production, Spychala et al. (32) reported reduced SCFA levels (acetate and propionate) in both young and aged mice harboring aged microbiota following fecal transplant gavage (FTG). Furthermore, Lee et al. (33) reported durable differences in bacterial β diversity in germ-free mice receiving FTG from young or aged mice. FTG from young mice yielded a microbiome more abundant in SCFA-producing taxa and higher levels of acetate, propionate, and butyrate. In addition, FTG from aged mice was associated with signs of cognitive aging including depressive-like behavior, impaired short-term memory, and impaired spatial memory.

Short-chain fatty acids are taken up by enterocytes of the intestinal mucosa *via* monocarboxylate transporter 1 and can be detected in hepatic portal blood (34, 35). SCFAs provide energy for enterocytes and maintain integrity of the gut epithelium, but by signaling through free fatty acid receptor (FFAR)2 and FFAR3 (i.e., GPR43 and GPR41, respectively) also regulate diverse physiologic systems. For example, FFAR2 is expressed by intestinal epithelial cells, including enteroendocrine cells, and partially regulates Peptide YY expression (36); and on enteric leukocytes is important for resolution of intestinal inflammation (37). Consistent with this notion, in a recent study we reported aged mice fed a low fiber diet exhibited histological signs of inflammation in the distal colon associated with immune cell infiltration in the lamina propria—an outcome not seen in aged animals fed a high fiber diet or adults on a low or high fiber diet (38). Interestingly, in a study of how aging affected vagal afferent signaling to the brain during peripheral infection, we reported that aged mice showed a marked increase in c-Fos expression in brain areas receiving input from the vagus nerve, including the nucleus of the solitary tract and area postrema, after intraperitoneal injection of lipopolysaccharide (39). Therefore, in aging, intestinal inflammation due to decreased SCFAs may increase viscerosensory signaling to influence brain microglia. Adding complexity, FFAR3 is expressed by peripheral nerves of the hepatic portal vein (40, 41) and studies in a transgenic reporter mouse expressing red fluorescent protein under the control of the FFAR3 promoter revealed the presence of FFAR3 on neurons of the submucosal and myenteric layers of the gut (41) and in sensory ganglia of the vagus nerve (42), thus providing a mechanism for intestinal microbiota to regulate afferent signaling to the brain and its microglia. Clearly, identification of the communication pathway(s) enabling dietary fiber to affect brain microglia requires more research.

A final point to highlight is the observed differences between males and females. Aged females had lower acetate, butyrate, and total SCFA concentrations than aged males. This is aligned with the baseline values of SCFAs reported by El-Hakim et al. (43), with males showing higher values than females. Consistent with the idea of SCFAs effects on microglial cell gene expression, on the one hand, females with lower SCFAs had higher expression of several genes associated with aging (e.g., *Cd52, Cst7, Fabp5*, and *Spp1*) and inflammation (e.g., *Igf1 and Socs1*). On the other hand, aged females compared to aged males had lower expression of sensome-related genes (e.g., *P2ry12* and *Siglech*). Collectively, these results are consistent with another study demonstrating up-regulation of genes related to inflammation and immune components in the female brain compared to male (44). Thion et al. (45) also reported female microglia displayed higher expression of inflammatory genes compared to male microglia, revealed by GO enrichment analysis from RNA-seq data. Whether this underlies increased susceptibility of females to neurological diseases, like Alzheimer’s disease (46), is unknown.

## Conclusion

The present results show the propensity for microglia to become pro-inflammatory during aging and that aged mice exhibit lower levels of SCFAs compared to adult mice. Dietary supplementation with high fermentable fiber may help prevent or reverse the age-related phenotypic shift of microglia since it led to higher levels of SCFAs and a less inflammatory microglial phenotype. The results further suggest that females are more vulnerable to the age-related phenotypic shift of microglia, perhaps making them more prone to develop neurological diseases. Thus, dietary fiber may be more beneficial for older females, especially since in the present study, aged females had lower concentration of SCFAs in the cecum, suggesting a possible microbial dysbiosis and reduction in fermentation capacity.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE163055.

## Ethics Statement

All animal care procedures for this study (protocol 18230) were approved by the Institutional Animal Care and Use Committee of the University of Illinois and were in accordance with institutional guidelines and regulation.

## Author Contributions

RJ, JW, and AS designed and coordinated the animal trial, which was run by LR, MV-R, MC-S, NH, SW, and KS-D. MV-R performed bioinformatics statistical analysis. MV-R wrote the main draft of the manuscript, with inputs from all authors, which read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Abbreviations

BW: body weight
DM: dry matter
DMEM: Dulbecco’s Modified Eagle Medium
EDTA: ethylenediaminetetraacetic acid
FFAR2: free fatty acid receptor 2
FFAR3: free fatty acid receptor 3
FTG: fecal transplant gavage
GO: gene ontology
IL-10: interleukin 10
IL-4: interleukin 4
PBS: phosphate buffered saline
SCFA: short-chain fatty acid
scRNA-seq: single-cell RNA sequencing
SIM: selected ion monitoring
TNF- α: tumor necrosis factor-alpha.

# Supplementary material for: Dietary Fiber as a Counterbalance to Age-Related Microglial Cell Dysfunction
**Source:** Front Nutr. 2022 Mar 14;9:835824. doi: 10.3389/fnut.2022.835824

## Supplementary material Vailati-Riboni et al.

### SUPPLEMENTARY TABLES

**Supplementary Table S1.** Primer information (Integrated DNA Technologies, Assay ID) for Fluidigm gene expression analysis.

| Gene                            | Assay ID             |
|---------------------------------|----------------------|
| <i>Actb</i>                     | Mm.PT.39a.22214843.g |
| <i>Apoe</i>                     | Mm.PT.58.33516165    |
| <i>Casp1</i>                    | Mm.PT.58.10878305.g  |
| <i>Ccl3</i>                     | Mm.PT.58.29283216    |
| <i>Ccl4</i>                     | Mm.PT.58.5219433     |
| <i>Cd52</i>                     | Mm.PT.58.434794115   |
| <i>Cd53</i>                     | Mm.PT.58.30699738    |
| <i>Cd68</i>                     | Mm.PT.58.12034788.g  |
| <i>Clec7a</i>                   | Mm.PT.58.43348348    |
| <i>Crlf2</i>                    | Mm.PT.58.41781142.g  |
| <i>Cst7</i>                     | Mm.PT.58.8810317     |
| <i>Cx3cr1</i>                   | Mm.PT.58.17555544    |
| <i>Fabp5</i>                    | Mm.PT.58.29898197.gs |
| <i>Gapdh</i>                    | Mm.PT.39a.1          |
| <i>Gpr34</i>                    | Mm.PT.58.46001700    |
| <i>H2-D1</i>                    | Mm.PT.58.42136026.g  |
| <i>Hif-1<math>\alpha</math></i> | Mm.PT.58.16742601    |
| <i>Ido1</i>                     | Mm.PT.58.29540170    |
| <i>Igf1</i>                     | Mm.PT.58.32726889    |
| <i>Il10</i>                     | Mm.PT.58.23604055    |
| <i>Il1r1</i>                    | Mm.PT.58.43781580    |
| <i>Il1rn</i>                    | Mm.PT.58.43781580    |
| <i>Il1<math>\beta</math></i>    | Mm.PT.58.41616450    |
| <i>Il6</i>                      | Mm.PT.58.13354106    |
| <i>Lgals3</i>                   | Mm.PT.58.29423458    |
| <i>Lyz2</i>                     | Mm.PT.58.7139960     |
| <i>Nfkb1</i>                    | Mm.PT.58.41505973    |
| <i>Niarc1</i>                   | Mm.PT.58.33653569.g  |
| <i>Nlrp3</i>                    | Mm.PT.58.13974318    |
| <i>Nos2</i>                     | Mm.PT.58.5680554     |
| <i>P2ry12</i>                   | Mm.PT.58.43542033    |
| <i>P2ry13</i>                   | Mm.PT.58.42597879.g  |

---

|                                |                     |
|--------------------------------|---------------------|
| <i>Pycard</i>                  | Mm.PT.56a.42872867  |
| <i>Siglech</i>                 | Mm.PT.58.45915252   |
| <i>Socs1</i>                   | Mm.PT.58.11527306.g |
| <i>Socs3</i>                   | Mm.PT.58.7804681    |
| <i>Ssp1</i>                    | Mm.PT.58.43709208   |
| <i>Stat3</i>                   | Mm.PT.58.11877007   |
| <i>Tgfb<math>\beta</math>1</i> | Mm.PT.58.10230349   |
| <i>Tlr2</i>                    | Mm.PT.58.45820113   |
| <i>Tlr4</i>                    | Mm.PT.58.41643680   |
| <i>Tlr7</i>                    | Mm.PT.58.10526075   |
| <i>Tlr8</i>                    | Mm.PT.58.16021150   |
| <i>Tmem119</i>                 | Mm.PT.58.6766267    |
| <i>Tnf</i>                     | Mm.PT.58.12575861   |
| <i>Trem2</i>                   | Mm.PT.58.7992121    |

---

**Supplementary Table S2.** Main effect of age (A; aged or adult), sex (S; female, F, or male, M), and soluble fiber dietary inclusion (D, diet; inulin; 0, 2.5, or 5%, w/w) on whole brain microglia expression of markers of aging, inflammation, and microglia sensome.

| Gene                        | A                 |                   |      | S                 |                   |      | D                  |                   |                    |      | P-value |       |      |       |       |      |       |
|-----------------------------|-------------------|-------------------|------|-------------------|-------------------|------|--------------------|-------------------|--------------------|------|---------|-------|------|-------|-------|------|-------|
|                             | Adult             | Aged              | SEM  | F                 | M                 | SEM  | 0%                 | 2.5%              | 5%                 | SEM  | A       | D     | A*D  | S     | S*A   | S*D  | S*A*D |
| <b><i>Aging related</i></b> |                   |                   |      |                   |                   |      |                    |                   |                    |      |         |       |      |       |       |      |       |
| <i>Apoe</i>                 | 0.19 <sup>b</sup> | 0.34 <sup>a</sup> | 0.02 | 0.27              | 0.24              | 0.02 | 0.22 <sup>b</sup>  | 0.30 <sup>a</sup> | 0.24 <sup>ab</sup> | 0.02 | <.001   | 0.03  | 0.88 | 0.24  | 0.39  | 0.84 | 0.30  |
| <i>Ccl4</i>                 | 0.53 <sup>b</sup> | 1.73 <sup>a</sup> | 0.19 | 1.02              | 0.90              | 0.11 | 1.22 <sup>a</sup>  | 0.70 <sup>b</sup> | 1.04 <sup>a</sup>  | 0.18 | <.001   | 0.01  | 0.82 | 0.42  | 0.53  | 0.32 | 0.83  |
| <i>Cd52</i>                 | 0.37 <sup>b</sup> | 1.33 <sup>a</sup> | 0.17 | 0.92 <sup>a</sup> | 0.54 <sup>b</sup> | 0.12 | 0.74 <sup>ab</sup> | 0.89 <sup>a</sup> | 0.52 <sup>b</sup>  | 0.13 | <.001   | 0.05  | 0.69 | 0.01  | 0.15  | 0.22 | 0.62  |
| <i>Clec7a</i>               | 0.20 <sup>b</sup> | 1.60 <sup>a</sup> | 0.08 | 0.60 <sup>a</sup> | 0.53 <sup>b</sup> | 0.03 | 0.57               | 0.55              | 0.55               | 0.04 | <.001   | 0.95  | 0.02 | 0.07  | 0.01  | 0.09 | 0.45  |
| <i>Crlf2</i>                | 0.43 <sup>b</sup> | 1.26 <sup>a</sup> | 0.18 | 0.90 <sup>a</sup> | 0.60 <sup>b</sup> | 0.13 | 0.87               | 0.63              | 0.72               | 0.17 | <.001   | 0.42  | 0.41 | 0.04  | 0.53  | 0.65 | 0.81  |
| <i>Cst7</i>                 | 0.07 <sup>b</sup> | 0.83 <sup>a</sup> | 0.05 | 0.31 <sup>a</sup> | 0.18 <sup>b</sup> | 0.02 | 0.22               | 0.25              | 0.23               | 0.02 | <.001   | 0.54  | 0.26 | <.001 | <.001 | 0.09 | 0.80  |
| <i>Fabp5</i>                | 0.32 <sup>b</sup> | 1.64 <sup>a</sup> | 0.15 | 0.95 <sup>a</sup> | 0.56 <sup>b</sup> | 0.09 | 0.78               | 0.61              | 0.81               | 0.10 | <.001   | 0.14  | 0.86 | <.001 | <.001 | 0.91 | 0.86  |
| <i>H2-D1</i>                | 0.29 <sup>b</sup> | 0.61 <sup>a</sup> | 0.02 | 0.42              | 0.42              | 0.02 | 0.42               | 0.40              | 0.44               | 0.02 | <.001   | 0.30  | 0.32 | 0.71  | 0.63  | 0.90 | 0.64  |
| <i>Lgals3</i>               | 0.24 <sup>b</sup> | 1.92 <sup>a</sup> | 0.08 | 0.75 <sup>a</sup> | 0.62 <sup>b</sup> | 0.03 | 0.74 <sup>a</sup>  | 0.62 <sup>b</sup> | 0.69 <sup>ab</sup> | 0.05 | <.001   | 0.06  | 0.06 | 0.01  | <.001 | 0.55 | 0.87  |
| <i>Lyz2</i>                 | 0.38 <sup>b</sup> | 1.07 <sup>a</sup> | 0.03 | 0.62              | 0.66              | 0.02 | 0.63               | 0.65              | 0.63               | 0.03 | <.001   | 0.88  | 0.22 | 0.19  | 0.01  | 0.89 | 0.32  |
| <i>Ssp1</i>                 | 0.03 <sup>b</sup> | 1.91 <sup>a</sup> | 0.13 | 0.32 <sup>a</sup> | 0.18 <sup>b</sup> | 0.02 | 0.24               | 0.24              | 0.24               | 0.02 | <.001   | 1.00  | 0.55 | <.001 | <.001 | 0.49 | 0.72  |
| <b><i>Inflammation</i></b>  |                   |                   |      |                   |                   |      |                    |                   |                    |      |         |       |      |       |       |      |       |
| <i>Casp1</i>                | 0.28 <sup>b</sup> | 0.35 <sup>a</sup> | 0.03 | 0.29              | 0.34              | 0.03 | 0.37 <sup>a</sup>  | 0.23 <sup>b</sup> | 0.36 <sup>a</sup>  | 0.05 | 0.06    | <.001 | 0.75 | 0.29  | 0.93  | 0.97 | 0.82  |
| <i>Ccl3</i>                 | 0.54 <sup>b</sup> | 1.20 <sup>a</sup> | 0.08 | 0.80              | 0.80              | 0.06 | 0.96 <sup>a</sup>  | 0.65 <sup>b</sup> | 0.83 <sup>a</sup>  | 0.09 | <.001   | 0.01  | 0.52 | 0.97  | 0.78  | 0.20 | 0.67  |
| <i>Cd68</i>                 | 0.28 <sup>b</sup> | 0.46 <sup>a</sup> | 0.03 | 0.37              | 0.36              | 0.03 | 0.40 <sup>a</sup>  | 0.27 <sup>b</sup> | 0.43 <sup>a</sup>  | 0.04 | <.001   | <.001 | 0.64 | 0.80  | 0.01  | 0.13 | 0.35  |
| <i>Cx3cr1</i>               | 1.23 <sup>a</sup> | 0.87 <sup>b</sup> | 0.06 | 0.93 <sup>b</sup> | 1.15 <sup>a</sup> | 0.06 | 1.06 <sup>ab</sup> | 0.92 <sup>b</sup> | 1.12 <sup>a</sup>  | 0.07 | <.001   | 0.04  | 0.21 | <.001 | 0.02  | 0.27 | 0.79  |
| <i>Hif1a</i>                | 0.33 <sup>b</sup> | 0.56 <sup>a</sup> | 0.06 | 0.45              | 0.41              | 0.04 | 0.52 <sup>a</sup>  | 0.33 <sup>b</sup> | 0.46 <sup>ab</sup> | 0.07 | <.001   | 0.02  | 0.06 | 0.48  | 0.39  | 0.95 | 0.96  |
| <i>Igf1</i>                 | 0.08 <sup>b</sup> | 0.69 <sup>a</sup> | 0.07 | 0.31 <sup>a</sup> | 0.17 <sup>b</sup> | 0.03 | 0.28 <sup>a</sup>  | 0.15 <sup>b</sup> | 0.30 <sup>a</sup>  | 0.04 | <.001   | <.001 | 0.46 | <.001 | <.001 | 0.19 | 0.91  |
| <i>Il10</i>                 | 0.12 <sup>b</sup> | 0.42 <sup>a</sup> | 0.06 | 0.20              | 0.24              | 0.04 | 0.27 <sup>a</sup>  | 0.14 <sup>b</sup> | 0.30 <sup>a</sup>  | 0.05 | <.001   | <.001 | 0.41 | 0.39  | 0.72  | 0.25 | 0.31  |
| <i>Il1β</i>                 | 0.44 <sup>b</sup> | 1.64 <sup>a</sup> | 0.11 | 0.65 <sup>b</sup> | 1.10 <sup>a</sup> | 0.08 | 0.82               | 0.87              | 0.86               | 0.07 | <.001   | 0.88  | 0.91 | <.001 | 0.01  | 0.07 | 0.49  |
| <i>Il1r1</i>                | 17.4              | 16.9              | 1.80 | 16.0              | 18.3              | 2.00 | 21.6 <sup>a</sup>  | 13.1 <sup>b</sup> | 17.8 <sup>a</sup>  | 3.10 | 0.84    | 0.02  | 0.70 | 0.36  | 0.53  | 0.22 | 0.65  |
| <i>Il1rn</i>                | 0.13 <sup>b</sup> | 0.97 <sup>a</sup> | 0.07 | 0.35              | 0.36              | 0.03 | 0.37               | 0.32              | 0.38               | 0.04 | <.001   | 0.30  | 0.02 | 0.82  | 0.11  | 0.97 | 0.90  |
| <i>Il6</i>                  | 0.77 <sup>a</sup> | 0.51 <sup>b</sup> | 0.04 | 0.56 <sup>b</sup> | 0.69 <sup>a</sup> | 0.04 | 0.63               | 0.59              | 0.65               | 0.05 | <.001   | 0.48  | 0.65 | 0.01  | 0.02  | 0.84 | 0.37  |
| <i>Nfkb1</i>                | 0.75              | 0.81              | 0.09 | 0.84              | 0.72              | 0.09 | 0.89               | 0.71              | 0.75               | 0.13 | 0.66    | 0.47  | 0.30 | 0.30  | 0.44  | 0.23 | 0.76  |
| <i>Niarc1</i>               | 0.18 <sup>b</sup> | 0.67 <sup>a</sup> | 0.08 | 0.36              | 0.34              | 0.04 | 0.50 <sup>a</sup>  | 0.20 <sup>b</sup> | 0.42 <sup>a</sup>  | 0.08 | <.001   | <.001 | 0.50 | 0.70  | 0.12  | 0.86 | 0.77  |
| <i>Nlrp3</i>                | 1.30              | 1.22              | 0.11 | 1.24              | 1.29              | 0.11 | 1.59 <sup>a</sup>  | 0.89 <sup>b</sup> | 1.43 <sup>a</sup>  | 0.17 | 0.58    | <.001 | 0.74 | 0.73  | 0.30  | 0.36 | 0.36  |
| <i>Nos2</i>                 | 0.09              | 0.14              | 0.03 | 0.17 <sup>a</sup> | 0.08 <sup>b</sup> | 0.03 | 0.10               | 0.16              | 0.10               | 0.04 | 0.14    | 0.27  | 0.16 | 0.01  | 0.94  | 0.27 | 0.77  |
| <i>Pycard</i>               | 0.70              | 0.85              | 0.08 | 0.71              | 0.84              | 0.08 | 0.86 <sup>a</sup>  | 0.55 <sup>b</sup> | 0.97 <sup>a</sup>  | 0.12 | 0.16    | <.001 | 0.77 | 0.25  | 0.94  | 0.92 | 0.87  |
| <i>Socs1</i>                | 1.00 <sup>a</sup> | 0.71 <sup>b</sup> | 0.09 | 0.97 <sup>a</sup> | 0.73 <sup>b</sup> | 0.08 | 0.96 <sup>a</sup>  | 0.70 <sup>b</sup> | 0.88 <sup>ab</sup> | 0.10 | <.001   | 0.08  | 0.98 | 0.01  | 0.03  | 0.55 | 0.48  |
| <i>Socs3</i>                | 0.34              | 0.42              | 0.05 | 0.33              | 0.43              | 0.05 | 0.52 <sup>a</sup>  | 0.19 <sup>b</sup> | 0.55 <sup>a</sup>  | 0.09 | 0.25    | <.001 | 0.90 | 0.15  | 0.65  | 0.57 | 0.73  |

|                       |                   |                   |      |                   |                   |      |                    |                   |                   |      |       |       |      |       |       |      |      |
|-----------------------|-------------------|-------------------|------|-------------------|-------------------|------|--------------------|-------------------|-------------------|------|-------|-------|------|-------|-------|------|------|
| <i>Stat3</i>          | 0.83              | 0.99              | 0.07 | 0.93              | 0.88              | 0.07 | 1.04               | 0.84              | 0.86              | 0.11 | 0.12  | 0.24  | 0.60 | 0.62  | 0.67  | 0.34 | 0.65 |
| <i>Tlr2</i>           | 0.50 <sup>b</sup> | 1.20 <sup>a</sup> | 0.07 | 0.80              | 0.75              | 0.04 | 0.83               | 0.71              | 0.78              | 0.06 | <.001 | 0.21  | 0.08 | 0.45  | 0.30  | 0.44 | 0.95 |
| <i>Tlr4</i>           | 1.06 <sup>a</sup> | 0.80 <sup>b</sup> | 0.07 | 0.88              | 0.96              | 0.06 | 0.94               | 0.86              | 0.97              | 0.08 | <.001 | 0.41  | 0.66 | 0.33  | 0.49  | 0.33 | 0.87 |
| <i>Tlr7</i>           | 0.60              | 0.56              | 0.04 | 0.63 <sup>a</sup> | 0.53 <sup>b</sup> | 0.04 | 0.62               | 0.52              | 0.60              | 0.05 | 0.36  | 0.15  | 0.96 | 0.05  | 0.16  | 0.28 | 0.67 |
| <i>Tlr8</i>           | 0.30 <sup>b</sup> | 0.65 <sup>a</sup> | 0.04 | 0.45              | 0.43              | 0.03 | 0.50 <sup>a</sup>  | 0.35 <sup>b</sup> | 0.49 <sup>a</sup> | 0.04 | <.001 | <.001 | 0.21 | 0.48  | 0.02  | 0.46 | 0.57 |
| <i>Tnfa</i>           | 0.27 <sup>b</sup> | 1.46 <sup>a</sup> | 0.13 | 0.65              | 0.60              | 0.06 | 0.83 <sup>a</sup>  | 0.39 <sup>b</sup> | 0.75 <sup>a</sup> | 0.11 | <.001 | <.001 | 0.49 | 0.61  | 0.18  | 0.13 | 0.82 |
| <b><i>Sensome</i></b> |                   |                   |      |                   |                   |      |                    |                   |                   |      |       |       |      |       |       |      |      |
| <i>Cd53</i>           | 0.95              | 0.87              | 0.07 | 0.88              | 0.95              | 0.07 | 0.99               | 0.89              | 0.86              | 0.09 | 0.35  | 0.47  | 0.02 | 0.43  | 0.57  | 0.20 | 0.68 |
| <i>Gpr34</i>          | 0.52 <sup>a</sup> | 0.33 <sup>b</sup> | 0.04 | 0.42              | 0.40              | 0.03 | 0.41               | 0.38              | 0.45              | 0.04 | <.001 | 0.39  | 0.68 | 0.64  | 0.61  | 0.70 | 0.40 |
| <i>P2ry12</i>         | 1.06 <sup>a</sup> | 0.59 <sup>b</sup> | 0.07 | 0.69 <sup>b</sup> | 0.91 <sup>a</sup> | 0.06 | 0.81               | 0.75              | 0.81              | 0.07 | <.001 | 0.68  | 0.26 | <.001 | <.001 | 0.28 | 0.80 |
| <i>P2ry13</i>         | 0.64 <sup>a</sup> | 0.36 <sup>b</sup> | 0.05 | 0.48              | 0.48              | 0.04 | 0.46 <sup>ab</sup> | 0.42 <sup>b</sup> | 0.57 <sup>a</sup> | 0.06 | <.001 | 0.08  | 0.81 | 0.98  | 0.21  | 0.57 | 0.28 |
| <i>Siglech</i>        | 0.66 <sup>a</sup> | 0.48 <sup>b</sup> | 0.04 | 0.50 <sup>b</sup> | 0.64 <sup>a</sup> | 0.04 | 0.59 <sup>ab</sup> | 0.50 <sup>b</sup> | 0.62 <sup>a</sup> | 0.05 | <.001 | 0.06  | 0.03 | 0.01  | 0.02  | 0.79 | 0.94 |
| <i>Tgfb1</i>          | 0.42 <sup>a</sup> | 0.32 <sup>b</sup> | 0.04 | 0.38              | 0.35              | 0.04 | 0.38 <sup>ab</sup> | 0.30 <sup>b</sup> | 0.44 <sup>a</sup> | 0.06 | 0.04  | 0.04  | 0.13 | 0.55  | 0.42  | 0.68 | 0.48 |
| <i>Tmem119</i>        | 0.71 <sup>a</sup> | 0.47 <sup>b</sup> | 0.12 | 0.55              | 0.60              | 0.10 | 0.72 <sup>a</sup>  | 0.37 <sup>b</sup> | 0.73 <sup>a</sup> | 0.16 | 0.08  | 0.02  | 0.94 | 0.69  | 0.67  | 0.56 | 0.61 |
| <i>Trem2</i>          | 0.45              | 0.49              | 0.07 | 0.50              | 0.43              | 0.07 | 0.50 <sup>ab</sup> | 0.33 <sup>b</sup> | 0.62 <sup>a</sup> | 0.11 | 0.67  | 0.02  | 0.38 | 0.49  | 0.36  | 0.63 | 0.57 |

Estimates of mRNA relative abundance and standard error of the mean (SEM) generated by the ANOVA model are reported. Data have been properly back-transformed for ease of interpretation. Different superscript indicate statistical significance at  $P \leq 0.05$  for each gene within each effect (A, S, and D).

**Supplementary Table S3.** Correlations between SCFA corrected cecal concentration (acetate, butyrate, propionate, and total SCFA) and whole brain microglia log2 normalized mRNA abundance of target genes in aged mice, fed 0 or 2.5% inulin.

|                     | Acetate |                   | Propionate |                   | Butyrate |                   | Total SCFA |                   |
|---------------------|---------|-------------------|------------|-------------------|----------|-------------------|------------|-------------------|
|                     | r       | p                 | r          | p                 | r        | p                 | r          | p                 |
| <b>Aging</b>        |         |                   |            |                   |          |                   |            |                   |
| <i>Apoe</i>         | 0.07    | 0.72              | -0.08      | 0.68              | -0.01    | 0.94              | 0.09       | 0.66              |
| <i>Ccl4</i>         | -0.10   | 0.61              | -0.15      | 0.45              | -0.07    | 0.71              | -0.08      | 0.70              |
| <i>Cd52</i>         | -0.06   | 0.77              | -0.20      | 0.33              | 0.05     | 0.78              | 0.06       | 0.75              |
| <i>Clec7a</i>       | -0.28   | 0.15              | -0.33      | 0.10 <sup>t</sup> | -0.24    | 0.23              | -0.24      | 0.21              |
| <i>Crlf2</i>        | -0.13   | 0.50              | -0.22      | 0.27              | -0.09    | 0.66              | -0.10      | 0.62              |
| <i>Cst7</i>         | -0.14   | 0.48              | -0.19      | 0.34              | -0.33    | 0.09 <sup>t</sup> | -0.12      | 0.53              |
| <i>Fabp5</i>        | -0.25   | 0.19              | -0.25      | 0.21              | -0.53    | 0.00*             | -0.25      | 0.20              |
| <i>H2.D1</i>        | -0.17   | 0.38              | -0.06      | 0.78              | -0.04    | 0.84              | -0.09      | 0.64              |
| <i>Lgals3</i>       | -0.31   | 0.11              | -0.24      | 0.23              | -0.55    | 0.00*             | -0.28      | 0.14              |
| <i>Lyz2</i>         | -0.13   | 0.50              | -0.15      | 0.47              | -0.07    | 0.73              | -0.12      | 0.55              |
| <i>Sspl</i>         | -0.24   | 0.20              | -0.08      | 0.69              | -0.27    | 0.16              | -0.21      | 0.28              |
| <b>Inflammation</b> |         |                   |            |                   |          |                   |            |                   |
| <i>Casp1</i>        | -0.28   | 0.14              | -0.22      | 0.26              | -0.27    | 0.16              | -0.26      | 0.19              |
| <i>Ccl3</i>         | -0.14   | 0.46              | -0.03      | 0.87              | -0.10    | 0.60              | -0.13      | 0.50              |
| <i>Cd68</i>         | -0.40   | 0.03*             | -0.41      | 0.03*             | -0.58    | 0.00*             | -0.39      | 0.04*             |
| <i>Cx3cr1</i>       | -0.09   | 0.63              | -0.14      | 0.48              | 0.13     | 0.50              | -0.04      | 0.83              |
| <i>HIF.1a</i>       | -0.29   | 0.12              | -0.27      | 0.17              | -0.33    | 0.09 <sup>t</sup> | -0.23      | 0.25              |
| <i>Igf1</i>         | -0.34   | 0.07 <sup>t</sup> | -0.42      | 0.03*             | -0.53    | 0.00*             | -0.35      | 0.07 <sup>t</sup> |
| <i>Il.10</i>        | -0.09   | 0.66              | 0.11       | 0.58              | -0.15    | 0.43              | -0.09      | 0.66              |
| <i>Il.1b</i>        | 0.09    | 0.64              | 0.24       | 0.22              | 0.23     | 0.23              | 0.11       | 0.59              |
| <i>Il.1rn</i>       | -0.26   | 0.17              | -0.23      | 0.24              | -0.35    | 0.07 <sup>t</sup> | -0.20      | 0.30              |
| <i>Il.6</i>         | 0.02    | 0.91              | -0.06      | 0.75              | 0.16     | 0.42              | 0.00       | 0.99              |
| <i>Il1r1</i>        | -0.19   | 0.36              | -0.19      | 0.38              | -0.15    | 0.47              | -0.17      | 0.41              |
| <i>Nfkb1</i>        | -0.11   | 0.59              | -0.25      | 0.22              | -0.11    | 0.57              | -0.04      | 0.85              |
| <i>Niarc1</i>       | -0.22   | 0.24              | -0.02      | 0.92              | -0.42    | 0.03*             | -0.17      | 0.38              |
| <i>Nlrp3</i>        | -0.10   | 0.62              | -0.24      | 0.23              | -0.11    | 0.56              | -0.13      | 0.52              |
| <i>Nos2</i>         | 0.03    | 0.88              | -0.19      | 0.33              | -0.16    | 0.43              | -0.07      | 0.71              |
| <i>Pycard</i>       | -0.23   | 0.22              | -0.25      | 0.21              | -0.16    | 0.42              | -0.20      | 0.30              |
| <i>Socs1</i>        | -0.06   | 0.76              | 0.02       | 0.91              | -0.38    | 0.05*             | -0.01      | 0.97              |
| <i>Socs3</i>        | -0.11   | 0.58              | -0.01      | 0.97              | -0.18    | 0.36              | -0.13      | 0.50              |
| <i>Stat3</i>        | -0.08   | 0.67              | -0.15      | 0.47              | -0.16    | 0.42              | -0.03      | 0.89              |
| <i>Tlr2</i>         | -0.24   | 0.22              | -0.29      | 0.15              | -0.15    | 0.44              | -0.20      | 0.31              |
| <i>Tlr4</i>         | -0.04   | 0.85              | -0.20      | 0.31              | 0.12     | 0.55              | 0.01       | 0.98              |
| <i>Tlr7</i>         | -0.14   | 0.48              | -0.36      | 0.07 <sup>t</sup> | -0.16    | 0.43              | -0.14      | 0.49              |
| <i>Tlr8</i>         | -0.28   | 0.14              | -0.18      | 0.36              | -0.48    | 0.01*             | -0.32      | 0.10              |
| <i>Tnf</i>          | -0.20   | 0.31              | -0.04      | 0.84              | -0.36    | 0.06 <sup>t</sup> | -0.25      | 0.20              |

|                |       |                   |       |       |       |      |       |                   |
|----------------|-------|-------------------|-------|-------|-------|------|-------|-------------------|
| <b>Sensome</b> |       |                   |       |       |       |      |       |                   |
| <i>Cd53</i>    | -0.17 | 0.38              | -0.23 | 0.24  | -0.05 | 0.81 | -0.17 | 0.40              |
| <i>Gpr34</i>   | -0.34 | 0.07 <sup>t</sup> | -0.43 | 0.02* | -0.20 | 0.30 | -0.32 | 0.09 <sup>t</sup> |
| <i>P2ry12</i>  | -0.16 | 0.40              | -0.23 | 0.25  | 0.14  | 0.48 | -0.09 | 0.65              |
| <i>P2ry13</i>  | -0.13 | 0.49              | -0.23 | 0.24  | 0.04  | 0.83 | -0.03 | 0.86              |
| <i>Siglech</i> | -0.32 | 0.09 <sup>t</sup> | -0.28 | 0.16  | -0.14 | 0.48 | -0.27 | 0.17              |
| <i>Tgfbr1</i>  | -0.08 | 0.69              | -0.28 | 0.16  | -0.11 | 0.59 | -0.05 | 0.79              |
| <i>Tmem119</i> | -0.14 | 0.47              | -0.22 | 0.28  | -0.04 | 0.86 | -0.09 | 0.64              |
| <i>Trem2</i>   | -0.22 | 0.27              | -0.43 | 0.03* | -0.30 | 0.13 | -0.20 | 0.32              |

---

\*Significant P value ( $P < 0.05$ ); <sup>t</sup> Tendency ( $P < 0.1$ ).

## SUPPLEMENTARY FIGURES

**Supplementary Figure S1.** Violin plot pre-filtering of total number of genes (nFeature), total number of molecules (nCount) and percentage of mitochondrial genes (percent.mt) per cell in the four samples used for 10X analysis.

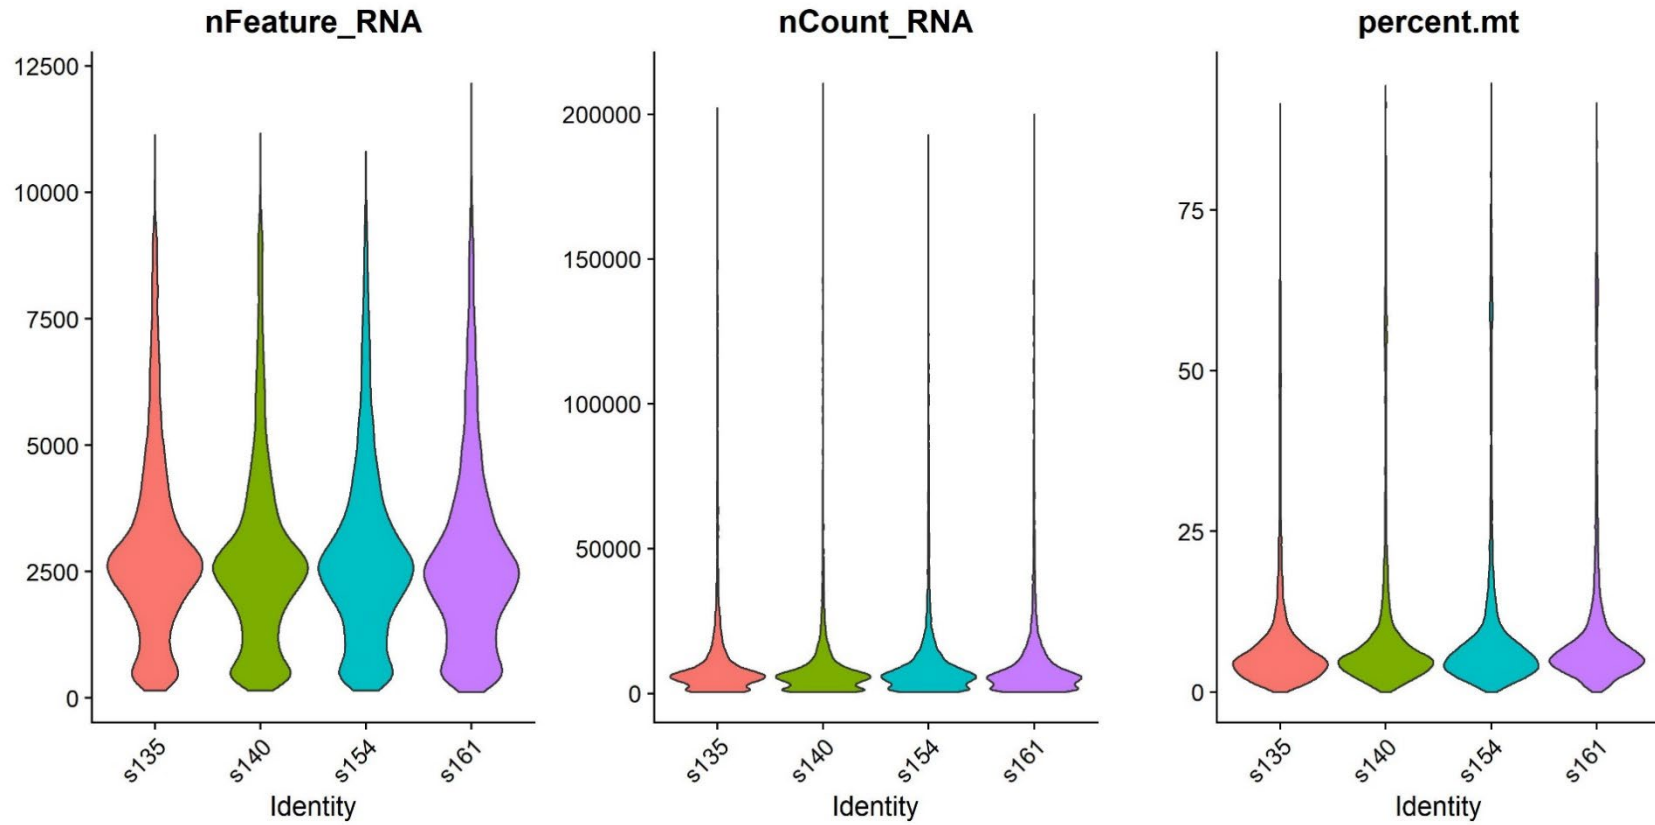

**Supplementary Figure S2.** Pre-filtering correlation scatter plots of total number of genes (nFeature), total number of molecules (nCount) and percentage of mitochondrial genes (percent.mt) per cell split by sample.

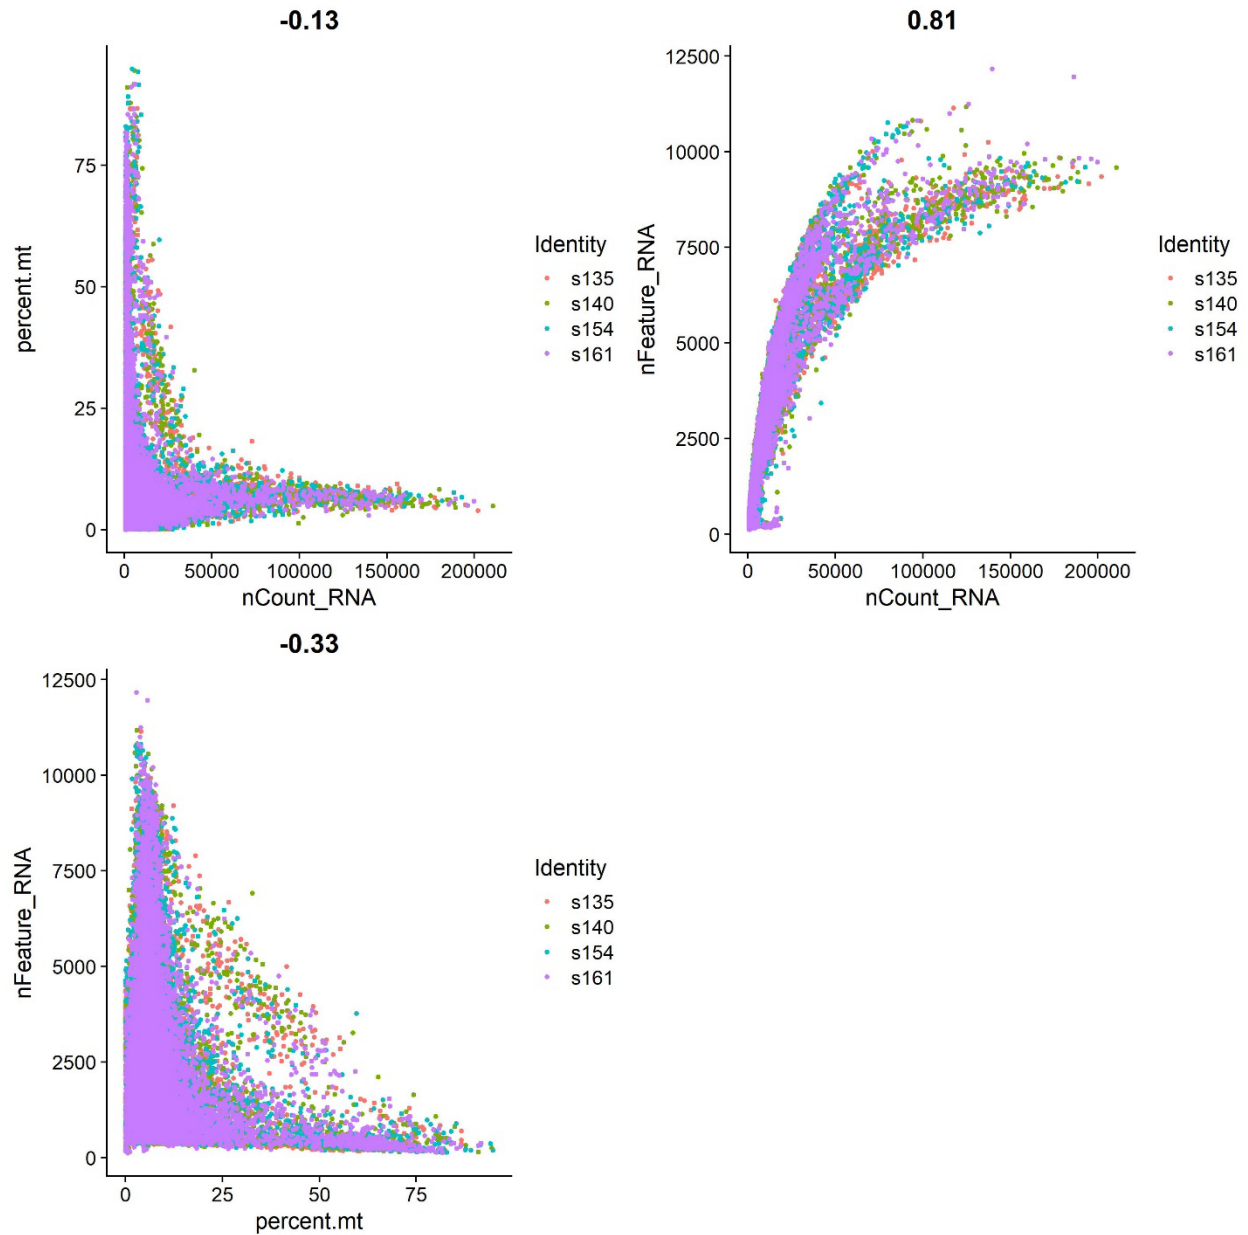

**Supplementary Figure S3.** Violin plot post-filtering of total number of genes (nFeature), total number of molecules (nCount) and percentage of mitochondrial genes (percent.mt) per cell in the four samples used for 10X analysis.

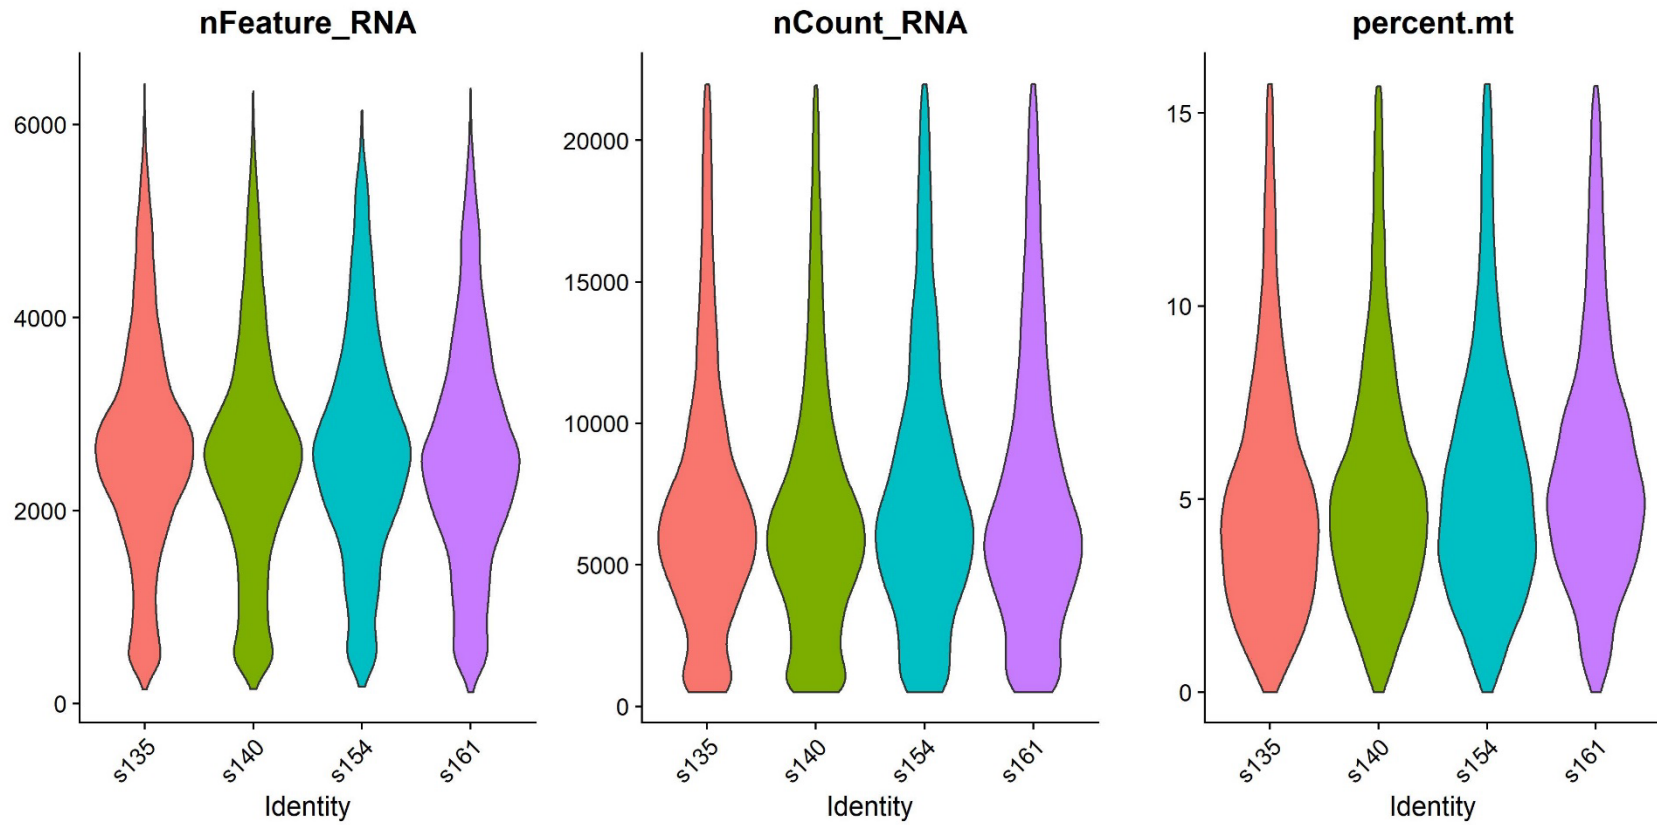

**Supplementary Figure S4.** Pre-filtering correlation scatter plots of total number of genes (nFeature), total number of molecules (nCount) and percentage of mitochondrial genes (percent.mt) per cell split by sample.

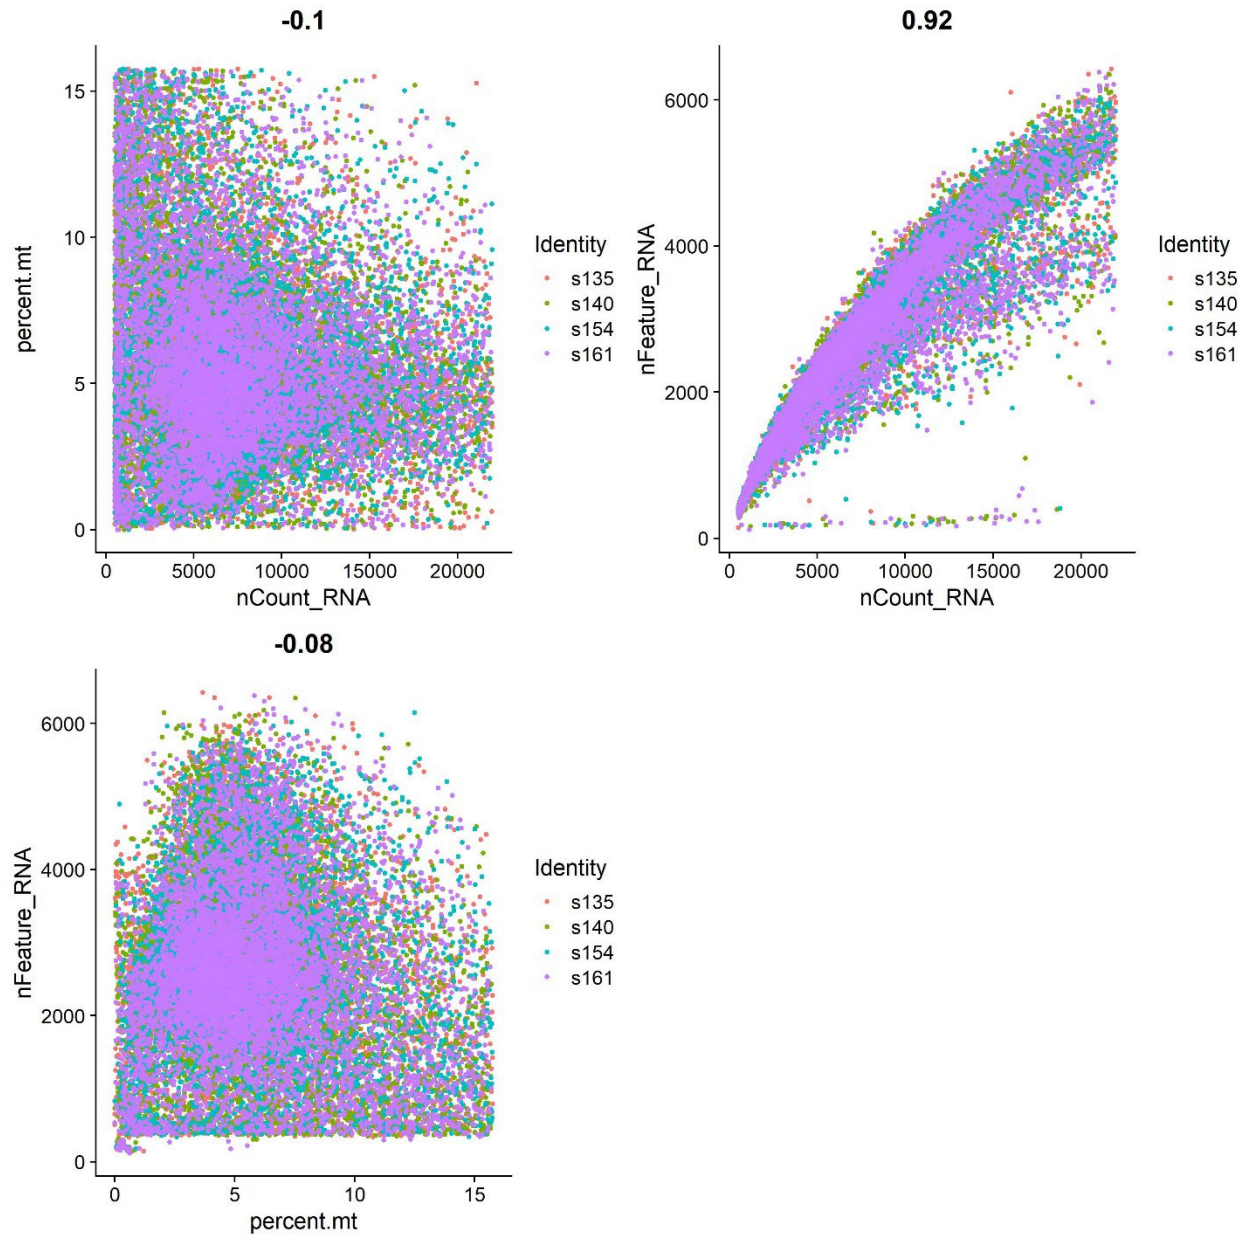

**Supplementary Figure S5.** Violin plot post-filtering of total number of genes (nFeature), total number of molecules (nCount) and percentage of mitochondrial genes (percent.mt) per cell by cluster. UMAP representation of identify clusters is reported on the left.

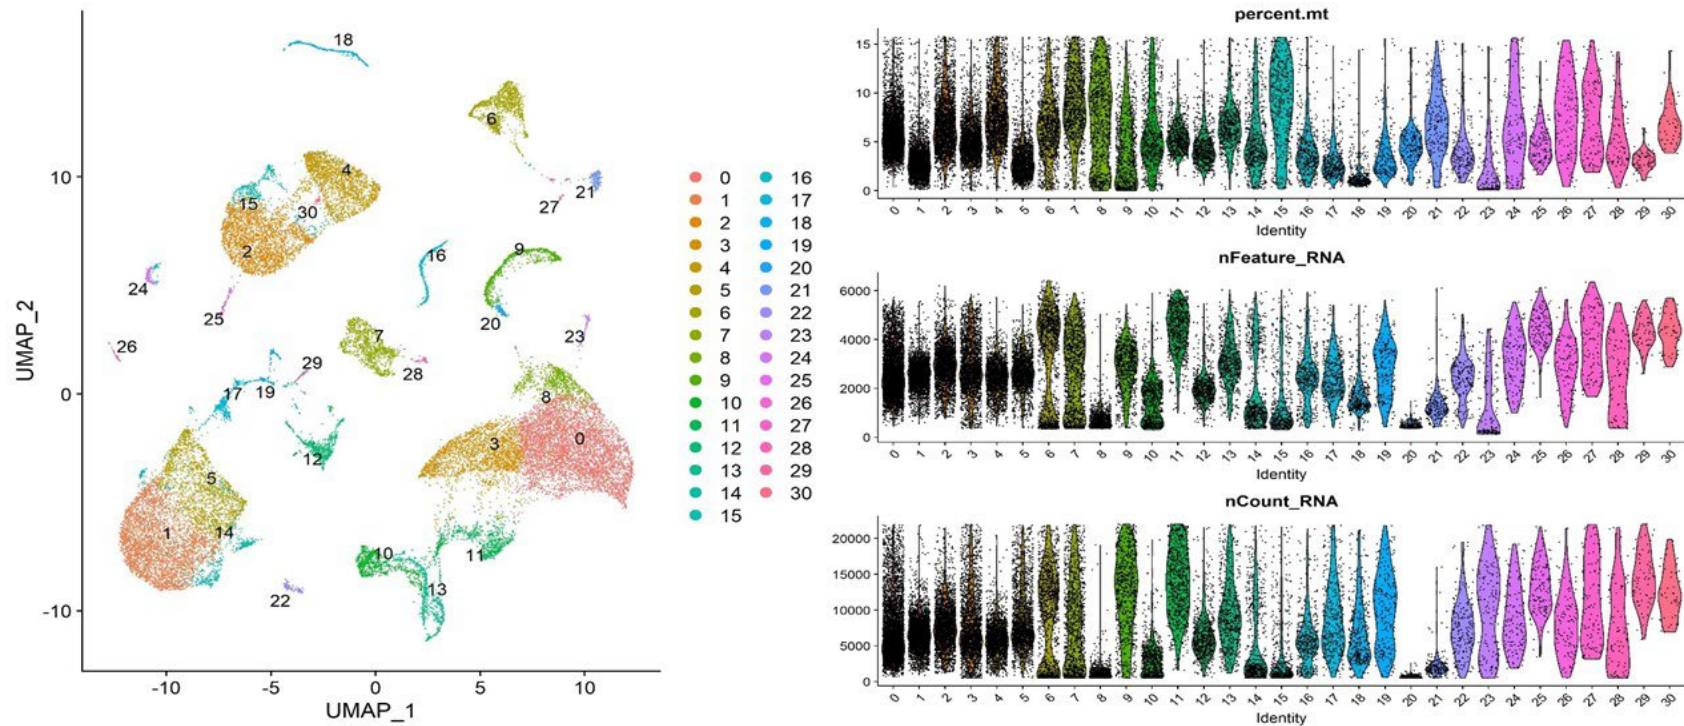

**Supplementary Figure S6.** Top differentially expressed genes in each microglia cluster, compared to the other microglia cluster (cluster discriminant). Fold changes are reported on the left (bar graph), and percentage of cells expressing each markers on the right (heatmap).

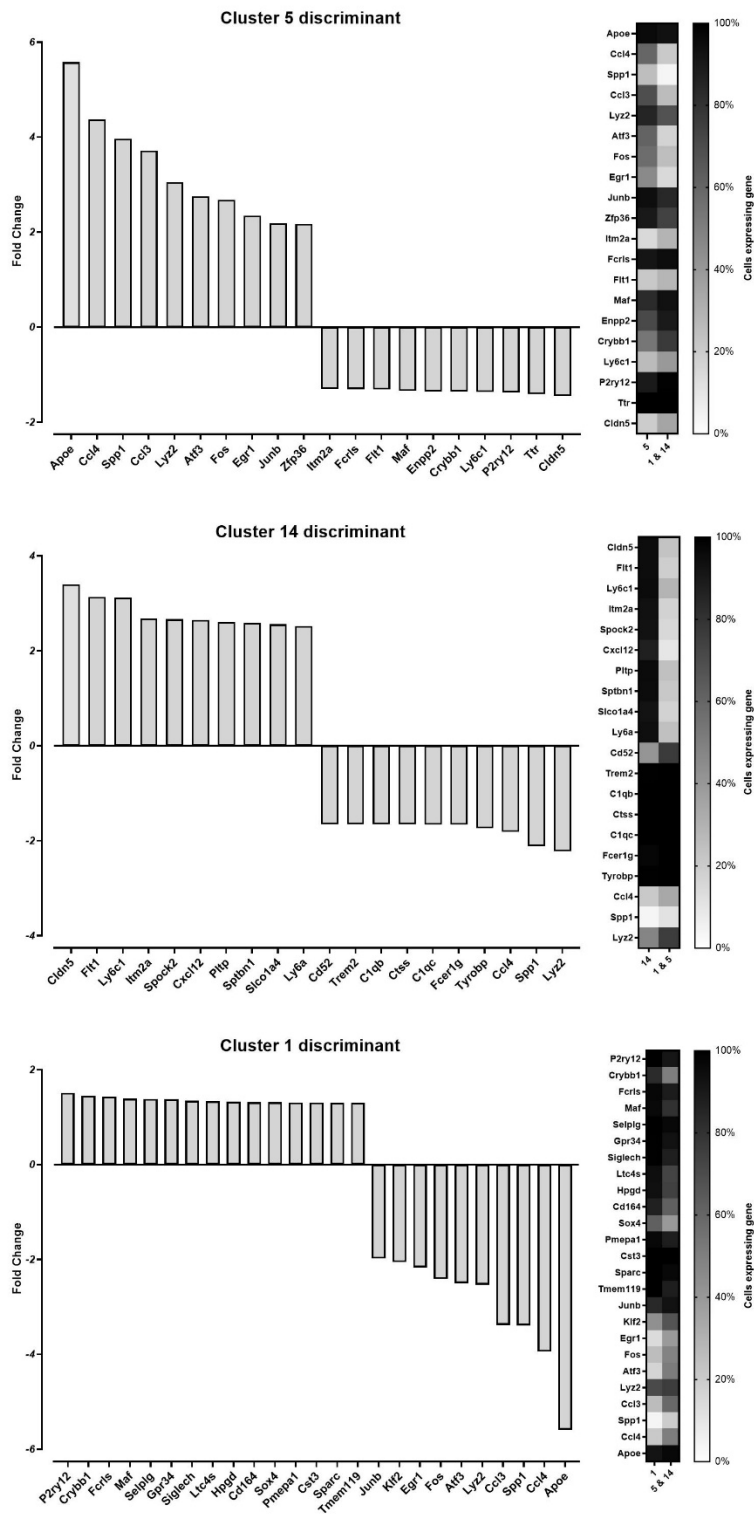

**Supplementary Figure S7.** Body weight of adult and aged male (M) and female (F) mice fed 0, 2.5, or 5% inulin during the eight-week study.

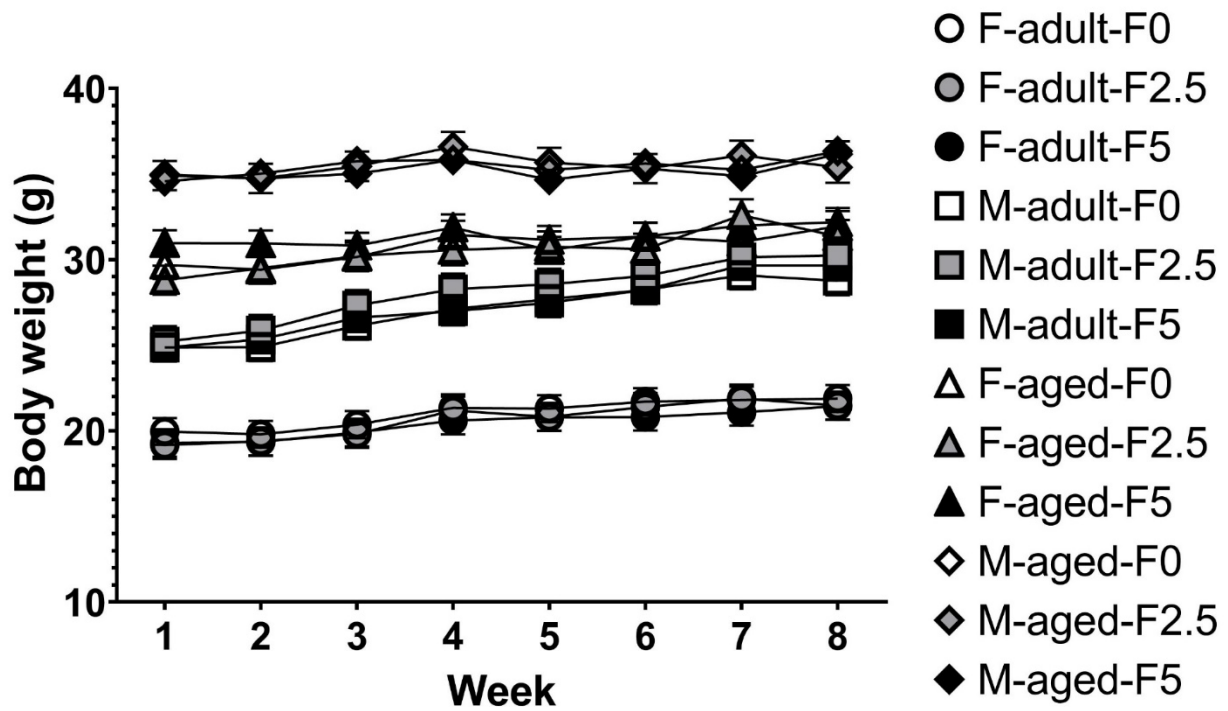

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

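Single cells from the whole brains of 4 male mice were measured by droplet RNA sequencing, with 1 mouse for each combination of age (adult, aged) and diet (0% or 5% inulin). The authors demultiplexed the reads and counted UMIs with Cell Ranger v3.1.0 against the GRCm38 genome with Ensembl release 98. The methods describe a reference filtered by transcript biotype, but the files also hold counts for genes of other types, such as the processed pseudogene *Gm15542*, so whether these counts come from that reference is not known. Their deposited values are whole-number UMI counts per gene and cell barcode, in 1 matrix per mouse, not normalized and not yet filtered by the limits on cells given in the methods. The samples were mapped to age and diet from the sample labels and the paper, and the sex, which the labels do not give, from the paper. All work from the counts onward was done here.

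Coordinates were taken from GENCODE vM21, an older annotation release of the same GRCm38 build, in which 55394 of the 55573 listed gene identifiers were found without their version number and 55094 with it. All 112 genes looked up by name were found.

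Barcodes were kept within 3 median absolute deviations (constant 1.4826) above the median of the total UMI count and of the mitochondrial share, over the 4 mice merged. The paper's text speaks of a total gene count. The UMI count was used because the cells of Supplementary Figure S3, captioned as post-filtering, end at a straight upper limit on it. Those of Supplementary Figure S4 end there too, although its caption says pre-filtering. Genes detected in at least 10 cells numbered 25429. Between 46955544 and 56600489 UMIs per mouse were left in the kept cells. Doublets were scored in each mouse with Scrublet in scanpy 1.11.5 (expected rate 0.08, random seed 0), which called between 2.65 and 3.73% of the barcodes of a mouse. The calls were kept in, and leaving them out was an alternative. Across mice, 192 barcode sequences occurred more than once and were kept apart by mouse.

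Counts were normalized with sctransform 0.4.2 (the v1 form, fitted with Poisson regression) and clustered with Seurat 5.3.0 and SeuratObject 5.2.0 on 40 principal components at resolution 0.8. The all-genes clustering defined the cell classes and the sums per mouse. A second clustering left 382 variable genes out, used 2618 and gave 34 clusters, of which 2 were unnamed. It defined the activated-like and quiescent-like shares and the tests within those states. Of the microglia-like cells, 6341 were so named in both clusterings, 41 only with all genes and 75 only without the age genes. Classes were named from marker lists. The 10 leading genes of a cluster were ranked by fold over all other cells, with 1 added per 10000 UMIs, among genes seen in at least 10% of its cells. A marker counted as detected when it was seen in 25% of the cells and 1.5-fold over other cells, and 3 detected markers were required. The lists were fixed first, but these numbers were set after the clusters were seen. A smaller added value and a minimum of 25% for leading genes were tried first and replaced because astrocyte clusters then showed few of their own markers. With all genes, the clusters that this rule left unnamed held 2.19% of the cells of adult and 2.78% of those of aged mice. Without the age genes they held 4.40% and 3.82%, with 3.31% in the adult mouse fed 0% inulin and 5.50% in the one fed 5%.

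UMIs were summed per gene over the cells of a class within each mouse. The sums were tested with edgeR 4.0.16 (filterByExpr, TMM normalization, quasi-likelihood fit and test), with Benjamini-Hochberg adjustment over all genes tested and calls at an adjusted *p* of 0.05 and a fold change of 1.5. DESeq2 1.42.0 was an alternative tool. Standard errors of edgeR's log2 fold changes were computed as the size of the log2 fold change over the square root of F. The difference between the age effect in microglia-like cells and the mean of that in endothelial-like and astrocyte-like cells was tested in edgeR with the mouse as a block, and so was the difference between each pair of these classes. Gene lists were tested with limma 3.58.1 (camera with a correlation of 0.01 or estimated, and fry) on log2 CPM with a prior count of 1. Shares of cells were compared over mice with an exact two-sided permutation test, and the interval for a single mouse is an exact 95% binomial one. For shares of cells with a UMI, cells were thinned to 2000 UMIs (seed 7) and shallower cells left out. A fold against a group at 0 UMIs was computed against 3 counts over the group. R 4.3.3, Matrix 1.6.5, Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used.

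The tests were checked on simulated sums with 200 genes changed 2-fold. For aged against adult microglia-like cells, edgeR recovered 79.5% of them with 1 false call over 14213 genes, and DESeq2 recovered 66% with 0 false calls over 14528 genes. With no gene changed, edgeR called 0 of 14286. The test of the difference between classes recovered 73.5% over 14486 genes with 5 false calls. Between a pair of classes it recovered 69% against endothelial-like cells with 6 false calls and 65% against astrocyte-like cells with 4, and it called 0 between these 2 classes, where no gene was changed. The test within quiescent-like cells recovered 67.5% over 12662 with 6, and the test within activated-like cells 64% over 12720 with 3.

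The samples, the designs, the marker lists and the rule for naming genes were set before the data were examined, as were the alternatives apart from those that the text gives as chosen later. That rule names the paper's 33 genes, its microglia markers, cluster genes and panel genes, the 5 largest changes in each direction among the genes called and changed alike in both pairs of mice, the sex-linked genes, and choroid plexus, red cell and stress genes. The paper's directions for its own genes were seen when the rule was written. Alternatives were tried for the filter on cells, the genes, resolution, components and normalization used in clustering, the doublets, the tool, covariates, filter on genes, fold change threshold and depth of the tests, and with each mouse left out. The gene ontology enrichment, the targeted panel, short-chain fatty acids, body weight and the cytokines measured by ELISA were not analysed here.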

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

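The tests on the heat shock genes, the ribosomal protein genes and the chemokines, and the diet fits with age as a covariate outside the microglia-like cells, were chosen only after the results were seen.

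The age effect in microglia-like cells differed from that in endothelial-like and astrocyte-like cells for 544 of 17544 genes (interaction in edgeR's quasi-likelihood test with the mouse as a block, Benjamini-Hochberg adjusted *p* under the threshold of 0.05 and a difference above 1.5-fold). Of the 33 genes that the paper names, 21 were among them, and 27 passed a threshold on *p* adjusted over the list alone, which is not independent evidence because the study chose the genes on these mice. *Apoe* rose by 3.82 on the log2 scale in microglia-like cells and changed by -0.02 and 0.15 in endothelial-like and astrocyte-like cells, a difference of 3.77 (standard error 0.21, adjusted *p* = 2.65e-10 in edgeR). *Spp1* rose in all 3 classes, with a difference of 2.94 (adjusted *p* = 2.91e-08 in edgeR). These differences rest on 2 mice per age, and the interaction was fitted with all 4 mice only, not with single mice left out. Biological age, the source of the mice and any handling that went with age are shared by the mice of a group. Age and source stay open as untested explanations.

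*Ttr* and *Enpp2*, lower in aged microglia-like cells, were lower in the other 2 classes as well, and their interactions passed no threshold (adjusted *p* = 1 and 0.556 in edgeR). RNA set free from choroid plexus epithelium predicts that other genes of that tissue fall with them. Without these 2 genes, 9 of the 9 choroid plexus markers tested in the 3 classes were lower with age in all 3 (median log2 fold change -0.89 in microglia-like, -0.81 in endothelial-like and -0.64 in astrocyte-like cells), and edgeR called 9, 7 and 3 of them. In microglia-like cells *Ttr* was not called with any single mouse left out (adjusted *p* in edgeR 0.229 without the adult mouse fed 0% inulin, 0.114 without the adult mouse fed 5%, 0.0592 and 0.0550 without the aged mice fed 0% and 5%, and 4.48e-10 to 0.229 over the alternatives). The fall of *Ttr* and *Enpp2* is consistent with free RNA from choroid plexus epithelium. Why the mice would differ in it, by age or by dissection, was not tested.

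A change of similar size in all cells of a mouse, such as from handling or dissociation, was weighed for the heat shock genes. It predicts no difference between the classes, and 2 of the 2 genes *Hspa1a* and *Hspa1b* had one against the mean of the other classes (difference -0.77, adjusted *p* = 9.82e-04, and -0.82, adjusted *p* = 4.70e-04, in edgeR), which argues against such a change as the whole cause. In endothelial-like cells they changed by -0.32 (adjusted *p* = 0.347) and -0.40 (adjusted *p* = 0.146), and in astrocyte-like cells by 0.15 (adjusted *p* = 0.648) and -0.066 (adjusted *p* = 0.903), so edgeR called neither gene in either class. Their change in microglia-like cells differed from that in endothelial-like cells (difference -0.52, adjusted *p* = 0.0370, and -0.65, adjusted *p* = 0.00394, in edgeR) and from that in astrocyte-like cells (-1.01, adjusted *p* = 0.00139, for *Hspa1a*, and adjusted *p* = 0.00369 for *Hspa1b*, in edgeR). These genes are near-identical copies, and their calls in microglia-like cells rest on single mice: without the aged mouse fed 5% inulin the adjusted *p* was 0.171 for *Hspa1a* and 0.106 for *Hspa1b*, without the aged mouse fed 0% 0.139 and 0.0762, and without the adult mouse fed 0% 0.0674 for *Hspa1a*, all in edgeR. Over the alternatives it ran from 1.17e-04 to 0.171 for *Hspa1a* and from 2.21e-06 to 0.106 for *Hspa1b*. *Dnaja1* changed by -0.88 in microglia-like, -1.03 in endothelial-like and -0.19 in astrocyte-like cells, and *Hsp90aa1* by -0.64 in microglia-like and -0.19 in astrocyte-like cells. In endothelial-like cells *Hsp90aa1* had 698 and 572 CPM in adult and 313 and 322 in aged mice. Against the mean of the other classes their interactions passed no threshold (adjusted *p* = 0.0629 and 0.919 in edgeR), but that mean joins classes that differ. For 2 of these 2 genes the change was smaller in astrocyte-like than in endothelial-like cells (difference 0.84, adjusted *p* = 3.72e-05, and 0.80, adjusted *p* = 1.10e-04, in edgeR), which argues against a change of similar size in all cells. The fall in endothelial-like cells (adjusted *p* = 8.45e-05 and 2.79e-04 in edgeR) argues against a change of microglia alone. Against endothelial-like cells, the fall of *Dnaja1* in microglia-like cells was not shown to differ (0.16, adjusted *p* = 0.395 in edgeR), and that of *Hsp90aa1* was smaller (0.37, adjusted *p* = 0.0266 in edgeR). *Hsp90aa1* was not called without the adult mouse fed 0% (adjusted *p* = 0.0851 in edgeR) or the aged mice fed 0% (0.0860) and 5% (0.115), with 3.29e-07 to 0.115 over the alternatives. A response to dissociation whose size differs between the classes stays open for all 4, as does age. It would be strongest in microglia-like cells for *Hspa1a* and *Hspa1b* only. The differences between classes were tested with all 4 mice only.

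Ribosomal protein genes were higher in aged mice in all 3 classes for 79 of the 81 tested in each, with a median log2 fold change of 0.76 in microglia-like, 0.14 in endothelial-like and 0.27 in astrocyte-like cells. A shared cause such as library preparation predicts similar sizes. Of 84 genes in the interaction fit, 78 rose more in microglia-like cells and 0 less, at an adjusted *p* under 0.05 in edgeR, which argues against a shared change as the whole cause. A smaller shared part, the makeup of the class and age stay open.

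In the classes outside the paper's test, 411 genes changed with age in endothelial-like cells (272 higher, 139 lower) and 245 in astrocyte-like cells (169 higher, 76 lower), by edgeR's quasi-likelihood test. DESeq2 called 205 and 113. Without the adult mouse fed 5% inulin the endothelial-like count was 654, and without the aged mouse fed 0% the astrocyte-like count was 455. Between the diets edgeR called 0 in either class, with 184 and 227 genes at an unadjusted *p* under 0.05, in fits that leave the age difference in their error. With age as a covariate it called 0 in endothelial-like cells (696 genes at an unadjusted *p* under 0.05) and 70 in astrocyte-like cells (60 higher and 10 lower with 5% inulin, 1091 genes at an unadjusted *p* under 0.05). The 70 include the endothelial genes *Cldn5*, *Flt1* and *Cxcl12* and the hemoglobin gene *Hba-a1*, all higher and named after their values were seen. A single droplet held 43.6% of the hemoglobin UMIs of the astrocyte-like cells in the aged mouse fed 5%. That fit has 1 residual degree of freedom, and its calls do not all hold in both pairs of mice: *Gm47283*, called lower and also named after its values were seen, had 1397 and 329 UMIs in the adult mice fed 0% and 5%, and 831 and 1082 in the aged mice. No other tool was run for the diet there, and no explanation was tested. Some of the genes called with age are markers of other cells. *Cst7* had 0 UMIs in adult and 42 in aged endothelial-like cells, at least 16.6-fold higher.

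T cell genes were among those higher in aged mice. RNA or droplets shared with T cells predict a rise in every class, and 3 of the 3 T cell markers tested in all 3 classes rose in all 3: *Trbc2* by 3.06, 3.83 and 3.01, *Ccl5* by 2.35, 3.14 and 2.66, and *Nkg7* by 3.81, 2.16 and 1.43 on the log2 scale in microglia-like, endothelial-like and astrocyte-like cells. Of 14 markers listed, the others were not tested in every class, and some went the other way: *Il7r* changed by -0.74 in microglia-like cells, and *Trac* by -0.15 and *Gzma* by -0.41 in astrocyte-like cells. For *Trbc2* in microglia-like cells edgeR gave an adjusted *p* of 0.00402, and 0.553 with Scrublet's doublets left out, in a range of 7.82e-04 to 0.553. It was not called without the adult mouse fed 0% inulin (0.0613), the aged mouse fed 0% (0.0871) or the aged mouse fed 5% (0.0911). T or NK-like cells were also a larger share of the kept cells of aged mice, by 2.46 percentage points. The rise is consistent with free RNA or droplets shared with T cells.

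*Ccl3* and *Ccl4* rose in all 3 classes. If free RNA from microglia were the whole source in the other classes, these genes would lie there within the range of 15 microglia markers, which in aged mice was 0.580 to 1.06% of the microglial level in endothelial-like and 0.636 to 1.38% in astrocyte-like cells. With *Ccl12* included, 2 of 6 cases did. *Ccl3* lay at 1.66% in endothelial-like and 1.32% in astrocyte-like cells, *Ccl4* at 0.953% and 1.48%, and *Ccl12* at 1.17% and 1.85%. The condition written against free RNA was met. The test was nonetheless read as open, a reading adopted after the values were seen, because it assumes that free RNA has the average profile of microglia, and activated or broken cells could release more of these genes.

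The 4 mice can be split into 2 and 2 in 3 ways, and as many genes as between the ages passed the threshold in 1 of the 3 splits, the real one. The other splits mix the ages and leave the age difference in the error (biological coefficient of variation 0.212 and 0.213, against 0.0734 between the ages), so they are no measure of chance for it, and 3 splits are too few to exclude chance. In simulated sums with no gene changed, drawn with the spread estimated from these mice, edgeR called 0 of 14286 genes, against 1063 between the ages. This argues against random scatter of that size as the source of the 1063 calls. That simulation rests on a spread estimated from 2 mice per age, so it does not by itself exclude that mice of an age are alike by chance.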

How the results depend on the processing

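The alternatives that changed the denominator of the activated-like share, left the mixed microglial and endothelial cluster out, set the threshold on pooled cells, or added age to the diet fit in endothelial-like and astrocyte-like cells were chosen only after the results were seen. No pairing by replicate number was possible, because each condition has replicate 1 only. The ages can be paired within a diet, and with diet as a covariate edgeR called 883 genes higher and 172 lower in aged microglia-like cells.

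All 33 genes of the paper kept their direction under 13 alternatives. Of 429 values, 413 also stayed past the threshold, 16 no longer passed it and 0 reversed, and 26 genes passed it throughout. *Hspa1a* did not without the filter on low counts, and *Clec7a*, *Fabp5* and *Ifi27l2a* did not with edgeR's robust fit. *Ttr* did not with any 1 mouse left out, *Hspa1a* and *Hsp90aa1* did not without the adult mouse fed 0% inulin, and these and *Hspa1b* did not without either aged mouse. In such fits the lone mouse of an age is assumed to vary like the other age, and fewer mice give less power.

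The number of genes higher in aged microglia-like cells was 888. It was 1440 with no fold change threshold, which removes a condition, and 498 with cells thinned to 2000 UMIs, where fewer genes were tested (11443). It was 44 with the threshold on pooled cells, where 1 added to the mean shrinks the fold of low genes. With a mouse left out it was 360 to 721, the lowest without the aged mouse fed 5% inulin. The number of lower genes was 175, and 75 with DESeq2, 83 with no filter on low counts, 782 with no fold change threshold, 83 with thinned cells and 7 with the threshold on pooled cells. With a mouse left out it was 37 to 111: 91 without the adult mouse fed 0% inulin, 111 without the adult mouse fed 5%, 96 without the aged mouse fed 0% and 37 without the aged mouse fed 5%. For DESeq2 and the filter the cause was not tested. The other alternatives stayed within 1.5 times of the count.

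With 5% inulin, edgeR called 0 genes in microglia-like cells (80 at an unadjusted *p* under 0.05). With age as a covariate edgeR called 5 (627 at an unadjusted *p* under 0.05), with no filter on low counts 3 and with thinned cells 3, and DESeq2 called 3. With a mouse left out edgeR called 0 to 3, with 3 without the aged mouse fed 5% inulin. In astrocyte-like cells edgeR called 0 genes with 5% inulin (227 at an unadjusted *p* under 0.05) and 70 with age as a covariate, and in endothelial-like cells 0 in either fit (184 and 696). Adding age took its difference out of the error, where the biological coefficient of variation fell from 0.117 to 0.0603 in astrocyte-like and from 0.212 to 0.0651 in microglia-like cells. For the other alternatives the cause was not tested.

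In endothelial-like cells the count was 411, and 205 with diet as a covariate, 205 with DESeq2 and 763 with no filter on low counts. With a mouse left out it was 336 to 654, the highest without the adult mouse fed 5% inulin. In astrocyte-like cells it was 245, and 512, 113 and 543 under the same alternatives. With a mouse left out it was 169 to 455, the highest without the aged mouse fed 0%. The cause was not tested.

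The activated-like share was larger in aged mice under all 13 alternatives, by 14.4 to 36.0 percentage points, against 30.2. It moved by more than the spread between mice to 21.4 at resolution 0.4, 16.5 at resolution 1.2, 21.5 with 20 principal components, 14.4 with log-normalization, 17.9 with microglia-like cells clustered alone and 20.2 without Scrublet's doublets. The cause was not tested. With all variable genes it was 24.8, and with a mouse left out 24.4 to 36.0. At resolution 0.4 the class also held cells with macrophage genes. With log-normalization, the activated-like cluster led by *Spp1* and *Apoe* had a median of 2677 UMIs, against 8829 in the main clustering. It therefore held many cells of low depth. With log-normalization and all variable genes the median of such a cluster was 9906. An alternative that adds the mixed cluster to the class gave no value, because the naming rule already places it there.

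Without the upper limit on UMIs, the share of choroid plexus-like cells moved from -0.216 to -1.74 percentage points (aged minus adult) and that of neuron-like cells from -1.08 to -0.767. The limit itself removes barcodes of high UMI count, of which 47.5% were choroid plexus-like.

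Single genes reversed where their change was near 0 or rested on single droplets. *Eif2s3y* changed by -0.049 without the adult mouse fed 0% inulin, -0.15 without the aged mouse fed 5% and -0.016 over pooled cells (-0.15 to 0.30 with a mouse left out). *Jun* changed by 3.55e-05 with DESeq2, 0.10 with thinned cells, 0.013 without the adult mouse fed 0% and 0.087 without the aged mouse fed 0% (-0.077 to 0.087 with a mouse left out). *Uty* changed by 0.049 with thinned cells and 0.014 without the aged mouse fed 0% (-0.39 to 0.014 with a mouse left out). With age, *Hba-a1* changed by 2.58 without the adult mouse fed 5% and 0.53 without the aged mouse fed 0%, and *Hbb-bs* by 2.67 and 0.47 in these fits and by 0.13 with thinned cells. Leaving out single mice, they ran from -2.50 to 2.58 and from -2.61 to 2.67. The share of microglia-like cells with a UMI of *C1qc* or *Eif2s3y* rose by 0.164 or 0.917 percentage points without thinning, where depth differs between cells. The cause was not tested for the others.

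Over the 76 named genes tested in microglia-like cells, the paper's included, 657 log2 fold changes under the alternatives other than leaving out a mouse were on the same side of the threshold, 14 no longer passed it, 1 newly passed it and 4 reversed. With a mouse left out 252 stayed, 37 no longer passed it, 1 newly passed it and 9 reversed. Over pooled cells, 52 moved by more than the spread, 13 did not and 1 reversed. Of the 10 genes named by rule in each of the other classes, 14 values stayed past the threshold and 16 did not in endothelial-like cells (26 and 10 with a mouse left out), and 21 and 9 in astrocyte-like cells (25 and 13), with 0 reversed. Thinning moved 57 of 69 shares of cells with a UMI, which shows how far such shares depend on depth.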

Differences from the paper's values

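The paper's cluster of vascular associated or phagocytic microglia has 626 cells, the paper's value. Supplementary Figure S6 shows it led by *Cldn5*, *Flt1* and *Ly6c1*, and the cluster of microglia-like cells led by these genes had 192 here. It had between 177 and 244 cells under all the alternatives in which it was formed, with or without the age genes. These were set before the data were examined, and none reaches the paper's number. A second cluster in neither the quiescent-like nor the activated-like state, led by *Hbb-bs* and *Hba-a1*, had 472 cells, and which of its cells the paper's cluster would hold is not known. The 2 together had 664 cells, near the paper's number, a grouping chosen after seeing the values. All clusters of neither state together had 686 cells with all variable genes, 668 with 20 principal components and 579 without Scrublet's doublets, and 191 to 3251 over the alternatives.

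The paper's share of activated cells among adult microglia is 15.8%, with an error of 1.3 that the paper does not define. Here it was 28.5%, from a clustering without the genes that differ with age, which the paper's methods do not leave out. Of the alternatives set before the data were examined, the value was within the paper's error at resolution 0.4 (16.9%). There the activated-like cluster also held cells with the macrophage genes *Pf4* and *Mrc1*, so it is not a share of microglia alone. The value was outside that error but within 1.5 times of the paper's value with microglia-like cells clustered alone (13.8%). It was neither with all variable genes (23.9%), at resolution 1.2 (25.8%), with 20 principal components (23.9%), with log-normalization (32.0%), without Scrublet's doublets (29.1%) or with any mouse left out (26.1 to 30.9%). Changing the denominator, chosen after seeing the values, gave 29.5 and 31.9%. For aged microglia the paper's share is 44.4% and that here 58.7%, within 1.5 times of each other, and it was 48.7% with all variable genes, as in the paper's methods.

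The paper reports 27 genes higher and 6 lower in aged microglia. Here 888 and 175 were called. The paper's comparison was made on single cells, and that here on sums per mouse. Under none of the alternatives set before the data were examined did the counts come within 1.5 times of the paper's: they ran from 360 to 1440 higher and from 37 to 782 lower. With the threshold on the fold change over pooled cells, chosen after seeing the values, there were 44 higher, still not within that range, and 7 lower, which is. That alternative drops 0 of the paper's 33 genes and adds 18. All 33 were called here in the paper's direction.

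The bars of Fig. 4A, read by eye, show a fold change of about 8.8 for *Apoe* and about 4.5 for *Spp1*. From the sums per mouse they were 14.1 and 47.9. For *Apoe*, the alternatives set before the data were examined that come within 1.5 times or the error are thinned cells (12.3), leaving out the adult mouse fed 5% inulin (11.0) or the aged mouse fed 5% (10.5), and the fold change over pooled cells (9.64). The other alternatives gave between 13.3 and 19.4. For *Spp1*, only the fold change over pooled cells does (5.39), and the others gave between 25.2 and 51.6.

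For *Lyz2*, Fig. 4A shows about 3.9, read by eye, and the sums gave 7.06. Thinned cells (5.32), leaving out the aged mouse fed 5% inulin (5.65) and pooled cells (3.83) come within the range, and the other alternatives gave 6.25 to 8.58. For *Ccl4* the figure shows about 3.0, read by eye, and the sums gave 4.51. Within the range are no filter on low counts (4.48), Scrublet's doublets left out (4.49), leaving out the adult mouse fed 5% inulin (4.28) or the aged mouse fed 5% (4.47), and pooled cells (3.08), all set before the data were examined, and the mixed cluster left out (4.46), chosen after seeing the values. The others gave 4.51 to 4.76.

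The paper names 3 clusters of microglia and places *Fos* with *Apoe* and *Spp1* among the leading genes of its activated cluster. Here the microglia-like cells formed 5 clusters with and without the age genes. At resolution 0.4, an alternative set before the data were examined, they formed 3, the paper's number, although 1 of these also held cells with macrophage genes. Under the other alternatives without the age genes they formed 4 to 11. With all variable genes they formed 13 when clustered alone, and 4 or 5 under the other alternatives run with those genes. In the main clusterings with and without the age genes, *Fos* led a different cluster from *Apoe*, *Spp1*, *Lyz2* and *Cst7*. With all variable genes *Ccl3* and *Ccl4* went with *Fos*. They also did so without Scrublet's doublets, with the filter on genes detected and without the upper limit on UMIs. With log-normalization and all variable genes, *Ccl4* went with *Apoe* and *Spp1*, as in the paper, and neither chemokine was among the leading genes of the *Fos* cluster. With microglia-like cells clustered alone on all variable genes, *Ccl3* and *Ccl4* led a cluster apart from both.

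Among the paper's genes, Fig. 4A gives *Apoe* the largest rise. From the sums per mouse *Spp1* rose most, with a log2 fold change of 5.58 against 3.82 for *Apoe*, while over pooled cells *Apoe* rose more than *Spp1* (9.64 against 5.39).

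The paper describes very few cells outside the microglia as expressing its 5 microglia markers. Over adult and aged mice, between 6.32% (*Tmem119*) and 31.8% (*C1qb*) of such cells had a UMI, and 2.46 to 12.1% after thinning to 2000 UMIs. Free RNA gives such UMIs without expression, so these shares alone do not go against the statement. In aged mice the markers lay at 0.580 to 1.06% of the microglial level in endothelial-like cells.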

Other observations

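The tests on the mixed cluster, the barcodes of high UMI count, the immediate early genes and the hemoglobin droplets were chosen only after the results were seen.

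With all variable genes, 1 cluster of 177 microglia-like cells was led, among microglia, by endothelial genes. If its droplets held a microglial and an endothelial cell, 345 genes enriched in endothelial-like cells would lie there at about 1 common percentage of their endothelial level. Their median was 52.6% (50.0 to 56.0% for the central genes), against 45.8% from the UMI counts. The median of 11972 UMIs was near the sum of the class medians (12121), and Scrublet called 100% of the cells. Of 1808 genes, 7 lay above 2 times the mixture, among them *Fos*, *Egr1*, *Ccl3* and *Ccl4*. The cluster is consistent with droplets that held a microglial and an endothelial cell. Cells that adhere in the tissue, as vascular microglia would, could enter 1 droplet together, which this test does not separate from chance pairs.

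Of the 3685 barcodes above the UMI limit alone, Scrublet called 6.87%. Droplets of different cell classes as the main source predict that most would be called, so this argues against them, and 47.5% were choroid plexus-like. Pairs of 1 class stay open, as Scrublet sees them poorly.

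The excess of activated-like cells in aged mice was weighed against immediate early genes induced by dissociation. The clustering without the age genes left out *Junb*, *Egr1* and *Atf3*, so it cannot show whether such induction enlarged a cluster. With all variable genes, the cluster led by *Egr1* and *Fos* was larger in aged mice by 3.61 percentage points (22.5% ± 2.57 in adult and 26.1% ± 0.0242 in aged mice, SD, n = 2 each), and the cluster led by *Apoe* and *Spp1* by 21.2 (1.37% ± 0.154 and 22.5% ± 6.80). Of the 5 genes *Fos*, *Jun*, *Junb*, *Egr1* and *Atf3*, 1 (*Jun*) was lower in the *Apoe* cluster than in quiescent-like cells in both aged mice, and 4 were higher. That comparison leans towards higher, because the same clustering takes cells high in these genes out of the quiescent-like state. With age, edgeR called 3 of the 5 higher in microglia-like cells, 2 higher and 1 lower in endothelial-like cells and 0 in astrocyte-like cells, where all 5 had a positive fold change and 4 an unadjusted *p* under 0.05. Induction of these genes cannot be told apart from a change with age for either cluster, as the mice of an age may share both. Dissociation effects on other genes stay open as well.

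The hemoglobin genes *Hba-a1*, *Hba-a2* and *Hbb-bs* were higher in microglia-like cells of the mice fed 5% inulin. Free RNA from red cells predicts the same in the other classes, where 3 of 8 cases (4 genes in 2 classes) were higher in both mice fed 5%. With age as a covariate, chosen after the results were seen, edgeR called all 4 higher with 5% inulin in astrocyte-like cells, although *Hbb-bt* had 89 and 69 UMIs in the aged mice fed 0% and 5%, and no gene in endothelial-like cells (696 at an unadjusted *p* under 0.05). In the aged mouse fed 5% a single droplet held 43.6% of the hemoglobin UMIs of astrocyte-like cells, and outside the 1% of cells with the most the aged mice fed 5% and 0% had 98.2 and 96.5 per 1e+06 UMIs, so these calls rest in part on that droplet. The adult mice had 190.2 and 65.0, which leaves free RNA open. Droplets with a microglial and a red cell predict that few droplets hold most of the UMIs. The 1% of cells with the most held 81.7% and 86.6% in the mice fed 5%, against 7.76% and 6.88% in those fed 0%, which is consistent with such droplets. A single droplet held 80.9% and 84.6% of them in the mice fed 5%. Outside these cells the adult mouse fed 5% still had more (194 hemoglobin UMIs per 1e+06 UMIs, against 67.3 to 80.4 in the other mice), and its endothelial-like cells as well (205, against 73.8 to 102), so free RNA in that mouse may add to it. No biological explanation in the diet was tested.

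Within the quiescent-like cells, edgeR called 166 genes higher and 57 lower in aged mice (12339 tested), of which 142 and 40 were also called over all microglia-like cells. Within the activated-like cells it called 875 and 283 (12481 tested), of which 688 and 102 were. In the activated-like state, cluster 5 held most cells of aged mice and cluster 6 most of adult mice, so these values mix a change of state with a change within it.

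The largest rises that the naming rule gave in microglia-like cells rest on few UMIs in adult mice. *Gpnmb* had 1 UMI in adult and 1825 in aged mice, a ratio of 1498 (counting interval 268 to 59190). *Atp6v0d2* was at least 35.8-fold and *Klrb1a* at least 7.93-fold higher. Without the aged mouse fed 5% inulin *Klrb1a* was not called (adjusted *p* = 0.0872 in edgeR, 4.21e-04 to 0.0872 over the alternatives). *Gm42793*, at least 12.0-fold higher, overlaps *Spp1* on the same strand, so its count is uncertain, and it was not called without the aged mouse fed 0% (adjusted *p* = 0.0636 in edgeR) or 5% (0.0632), with 8.93e-05 to 0.0636 over the alternatives. *Cxcl13* rose by 6.49 on the log2 scale. *Fkbp6* was at least 9.75-fold lower, and *Aass* had a ratio of 8.12 (2.41 to 42.7) between adult and aged mice. Without the aged mouse fed 5% neither was called (adjusted *p* = 0.0655 and 0.0745 in edgeR), and without the aged mouse fed 0% *Aass* was not (0.156). Over the alternatives *Fkbp6* ran from 6.99e-04 to 0.0655 and *Aass* from 0.0145 to 0.310.

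Genes that the targeted panel reports as changed with age, in other mice, were looked up in the microglia-like sums. Of 11 aging markers, which the study chose in part from these same mice, edgeR called 11 higher (median log2 fold change 3.36). Of the inflammation genes reported as higher, *Niarc1* was not matched to a gene of the files and was left out. Of the other 11, 9 could be tested, and 8 were called higher (median 1.84). *Casp1*, at 0.28, was not called. *Cd68* was not called without the adult mouse fed 0% inulin (adjusted *p* = 0.0533 in edgeR, 2.21e-11 to 0.0533 over the alternatives), nor *Il1b* without the aged mouse fed 5% (0.0556, in a range of 3.60e-08 to 0.0877). Camera with a preset correlation gave an adjusted *p* of 2.55e-13 and 1.28e-07 for these lists, and fry 0.0103 and 0.0266. With the correlation estimated from the mice (0.526 and 0.492) it was 0.254 for each. The 4 inflammation genes reported as lower had a median of -0.30, and 3 of the 4 were lower (adjusted *p* = 0.106 from camera, 0.310 with the estimated correlation of 0.160, and 0.0574 from fry). Of these *Il6* was called (-0.68, adjusted *p* = 0.0127 in edgeR, 0.00444 to 0.145 over the alternatives). It was not called without the adult mouse fed 5% inulin (adjusted *p* = 0.108), the aged mouse fed 0% (0.0798) or the aged mouse fed 5% (0.139). All 5 sensome genes reported as lower were lower (median -0.33) but under the fold change threshold, with an adjusted *p* of 0.00536 from camera, 0.310 with the estimated correlation of 0.911 and 0.0736 from fry.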
